# MiR-29 Regulates *de novo* Lipogenesis in the Liver and Circulating Triglyceride Levels in a Sirt1-Dependent Manner

**DOI:** 10.3389/fphys.2019.01367

**Published:** 2019-10-29

**Authors:** Yu-Han Hung, Matt Kanke, Catherine Lisa Kurtz, Rebecca L. Cubitt, Rodica P. Bunaciu, Liye Zhou, Phillip J. White, Kasey C. Vickers, Mohammed Mahmood Hussain, Xiaoling Li, Praveen Sethupathy

**Keywords:** microRNA (miRNA), miR-29, liver, lipogenesis, Sirtuin 1 (Sirt1)

## Abstract

MicroRNAs (miRNAs) are known regulators of lipid homeostasis. We recently demonstrated that miR-29 controls the levels of circulating cholesterol and triglycerides, but the mechanisms remained unknown. In the present study, we demonstrated that systemic delivery of locked nucleic acid inhibitor of miR-29 (LNA29) through subcutaneous injection effectively suppresses hepatic expression of miR-29 and dampens *de novo* lipogenesis (DNL) in the liver of chow-fed mice. Next, we used mice with liver-specific deletion of Sirtuin 1 (L-*Sirt1* KO), a validated target of miR-29, and demonstrated that the LNA29-induced reduction of circulating triglycerides, but not cholesterol, is dependent on hepatic Sirt1. Moreover, lipidomics analysis revealed that LNA29 suppresses hepatic triglyceride levels in a liver-Sirt1 dependent manner. A comparative transcriptomic study of liver tissue from LNA29-treated wild-type/floxed and L-*Sirt1* KO mice identified the top candidate lipogenic genes and hepatokines through which LNA29 may confer its effects on triglyceride levels. The transcriptomic analysis also showed that fatty acid oxidation (FAO) genes respond differently to LNA29 depending on the presence of hepatic Sirt1. Overall, this study demonstrates the beneficial effects of LNA29 on DNL and circulating lipid levels. In addition, it provides mechanistic insight that decouples the effect of LNA29 on circulating triglycerides from that of circulating cholesterol.

## Introduction

The liver is the primary site of lipid synthesis and is a major source of circulating lipids (Nguyen et al., 2008; Tiwari and Siddiqi, 2012). Dysregulation of hepatic lipid metabolism is involved in the pathogenesis of many metabolic disorders. For example, abnormal lipid accumulation in the liver is the hallmark of fatty liver disease (Matsuzaka et al., 2007; Dorn et al., 2010) and exacerbates insulin resistance (Banerji et al., 1995; Bajaj et al., 2003). Elevated lipid synthesis and secretion by the liver can cause hyperlipidemia, which is a significant risk factor for atherosclerosis and cardiovascular disease (Zoltowska et al., 2001; Adiels et al., 2008). Given the critical contribution of hepatic lipid metabolism to various metabolic diseases and related complications, there have been numerous efforts to identify key regulators of lipid levels (Singh et al., 2017; Townsend and Newsome, 2017), as these represent candidate therapeutic targets.

Accumulating evidence suggests that microRNAs (miRNAs) are key post-transcriptional regulators of lipid homeostasis (Moore, 2013; Vickers et al., 2013a). We and others have demonstrated that miRNAs play an important role in regulating lipid metabolism in the liver. For example, we identified that hepatic miR-27b acts as a master regulator of lipid balance through modulation of genes encoding key lipogenic enzymes such as *Gpam* (Vickers et al., 2013b). Another miRNA in the liver, miR-30c, is involved in the control of lipoprotein secretion by targeting *Mttp* (Soh et al., 2013). In addition, we and others demonstrated that hepatic miR-223 coordinates cholesterol biosynthesis, uptake and efflux in the liver in part through regulation of *Abca1* (Vickers et al., 2014). Additional studies have identified other miRNAs that are involved in different aspects of lipid regulation in the liver, including but not limited to miR-34a (Choi et al., 2013), miR-33a/b (Najafi-Shoushtari et al., 2010; Rayner et al., 2011), miR-122 (Esau et al., 2006; Cheung et al., 2008), miR-192 (Lin et al., 2017), and miR-148a (Cheng et al., 2017; Heo et al., 2019), several of which have been shown to be dysregulated in fatty liver disease and hyperlipidemia (Jeon and Osborne, 2016).

Recently, we uncovered the role of another miRNA, miR-29, in regulating lipid homeostasis. First we demonstrated that miR-29 is significantly elevated in the livers of mice fed an obesogenic high-fat diet as well as in Zucker Diabetic Fatty (*fa/fa*) rats, and may be involved in fine-tuning the liver FOXA2 transcriptional network (Kurtz et al., 2014). Later we showed using locked nucleic acid (LNA) inhibitors (Veedu and Wengel, 2010) that 1-week, acute suppression of miR-29 (LNA29) *in vivo* effectively reduces hepatic miR-29 levels and leads to significant reduction of circulating triglyceride and cholesterol in adult chow-fed mice (Kurtz et al., 2015). We postulated in that study that the lipid-lowering effect induced by LNA29 may be in part due to elevated Sirtuin 1 (*Sirt1*), which is a direct target of miR-29 (Kurtz et al., 2015). However, the mechanisms underpinning the effects of LNA29 were not fully understood. In the present study, we demonstrate that acute suppression of miR-29 dampens hepatic *de novo* lipogenesis (DNL) in the mouse liver and show that Sirt1 mediates the effects of miR-29 inhibition on circulating triglycerides but not cholesterol.

## Materials and Methods

### Animals

Mouse studies – The mice enrolled in the *in vivo* LNA29 studies were maintained on a 12 h light/dark cycle with access to diet and water *ad libitum*. To evaluate the acute effects of LNA29 on lipid homeostasis, C57BL/6J mice (female 9–11 weeks old) on chow-diet (Lab Diet 5047) were used. To evaluate the role of hepatic Sirt1 in mediating the effects of LNA29 on lipid homeostasis, the mouse model of liver-specific knockout of Sirt1 and floxed control littermates (female 15–20 week old mice) with C57BL/6J background were used (Purushotham et al., 2009). In these studies, the blood and the liver tissues collected during the fed state were used for plasma metabolite analysis, RNA-seq analysis, and lipidomics. In addition, liver tissue from a subset of mice were collected from the fasted state as the standard procedure for *de novo* lipid synthesis assay, in which the tissues are incubated with radiolabeled acetate substrates *ex vivo*.

Rat studies – The rats included in the studies were maintained on a 12 h light/dark cycle with access to diet and water *ad libitum*. To evaluate the association of hepatic miR-29 levels and expressions of lipogenesis genes, 5.5 month-old male *fa/fa* Zucker Fatty rats (ZFRs) and control Zucker Lean rats (ZLRs) fed on chow diet were used. To study the hepatic genes in response to 3,6-dichlorobenzo[b]thiophene-2-carboxylic acid (BT2) in the ZFR model, 3 month-old male ZFR received daily intraperitoneal injections of BT2 (20 mg/kg; dissolved in sterile dimethylsulfoxide) or vehicle (equal volume of sterile dimethylsulfoxide) for 1 week. The injections were performed daily at Zeitgeber time (ZT) 3. More details of BT2 treatments are described in White et al. (2018). Liver tissue was collected during fed state for RNA-seq analysis.

All animal procedures were performed with the approval and authorization of the Institutional Animal Care and Use Committee (IACUC) at each participating institution.

### *In vivo* LNA Study

Animals received one subcutaneous injection of RNase-free sterile saline (Bio Scientific, Austin, TX, United States) or LNAs against mmu-miR-29a-3p (5′-ATTTCAGATGGTGCT-3′) and mmu-miR-29bc-3p (5′-ATTTCAAATGGTGCT-3′) at 20 mg/kg each (Qiagen) at ZT 3. We have demonstrated previously that one subcutaneous injection of LNA against miR-29 with this concentration effectively suppresses hepatic miR-29 expressions (Kurtz et al., 2015). We have also demonstrated in a previously published study that saline and LNA-scramble sequence (LNA-scr) exert similar effects on our physiological parameters of interest and therefore both can serve as control treatment for the LNA-29 *in vivo* study (Hung et al., 2019). We therefore used saline as control treatment in the present study. For radiolabeled assays of *de novo* lipid synthesis, fresh liver was collected from overnight fasted animals at day 7 post-dose of LNA. For plasma metabolite and transcriptome analysis, blood and liver were collected from non-fasted animals at day 7 post-dose of LNA. The *in vivo* LNA study was performed at National Health Institutes as well as at NYU Winthrop Hospital. No significant differences were observed in body weights at day 7 post-dose between saline and LNA29 treatment. All animal procedures were performed with the approval and authorization of the IACUC at each participating institution.

### Plasma Metabolite Analysis

Plasma was prepared by spinning whole blood for 10 min at 10,000 × *g*, 4°C. Plasma was used to measure circulating cholesterol and triglyceride at the UNC Nutrition Obesity Research Center (NORC) Nutritional Biochemistry and Molecular Biology core facility.

### *De novo* Lipid Synthesis Assay

3H-acetate was purchased from NEN Life Science Products. Mice were fasted overnight (16 h) before anesthesia. 1 ml of serum free DMEM containing 100 uCi of 3H-acetate was added to each well in 12-well plate and pre-warmed at 37°C incubator for 20 min. About 50 mg of fresh liver pieces were weighed and incubated with isotope containing medium for 3 h. The wet weight was used for normalization later. After incubation, tissues were washed three times with PBS, chopped into fine pieces, and placed into 750 μl of chloroform: methanol (1:2) solution overnight. The next day, 250 μl of chloroform was added to each tube and incubated in room temperature for 15 min. 250 μl of distilled water was added to each tube and the tubes were centrifuged for 10 min at 12,000 × *g*. The bottom layer was taken and evaporated overnight. Total lipids were resuspended in 100 μl of chloroform. Different lipids were separated on silica-60 thin layer chromatography (TLC) plates (Hexane: diethyl ether: glacial acetic acid = 82:17:2). Pure TG, cholesterol, and phospholipid were used as markers on TLC plate. The plates were exposed to iodine to visualize bands. The bands containing TG, cholesterol, or phospholipid were scraped off from the plates and counted in a scintillation counter.

### RNA Extraction and Real-Time qPCR

Total RNA was isolated using the Total RNA Purification kit (Norgen Biotek, Thorold, ON, Canada). High Capacity RNA to cDNA kit (Life Technologies, Grand Island, NY, United States) was used for reverse transcription of RNA. TaqMan microRNA Reverse Transcription kit (Life Technologies) was used for reverse transcription of miRNA. Both miRNA and gene expression qPCR were performed using TaqMan assays (Life Technologies) with either TaqMan Universal PCR Master Mix (miRNA qPCR) or TaqMan Gene Expression Master Mix (mRNA qPCR) per the manufacturer’s protocol, on a BioRad CFX96 Touch Real Time PCR Detection System (Bio-Rad Laboratories, Richmond, CA, United States). Reactions were performed in triplicate using either U6 (miRNA qPCR) and Rps9 (mRNA qPCR) as the normalizer.

### RNA Library Preparation and Sequencing

RNA-sequencing libraries of the liver were prepared using the Illumina TruSeq polyA + Sample Prep Kit. Sequencing of mouse livers harvested during fed state was carried out on the Illumina HiSeq2000 platform with single-end 100 bp sequencing depth at the UNC High Throughput Sequencing Core Facility. Sequencing of ZFR livers harvested during fed state was performed using the same sequencing platform and parameters at the Cornell RNA-sequencing core facility. Raw sequencing data as well as normalized counts are available through GEO accession GSE129539.

### Bioinformatics Analysis

The sequencing reads were aligned to mouse genome (mm10) for mouse samples and rat genome (rn6) for rat samples. RNA-sequencing reads were mapped to genome release using STAR (v2.5.3a) (Dobin et al., 2013) and transcript quantification was performed using Salmon (v0.6.0) (Patro et al., 2017). Differential gene expression analysis was accomplished using DESeq2 (Love et al., 2014). The Benjamini–Hochberg method was used for multiple testing correction. One sample in the group of floxed mice receiving saline treatment was considered as an outlier based on the PCA analysis and thereby excluded from the entire RNA-seq analyses. MiRNA binding site enrichment among differentially expressed genes was determined using miRhub (Baran-Gale et al., 2013). Gene pathway analyses with specific subsets of genes were performed using Enrichr (Chen et al., 2013; Kuleshov et al., 2016) and the results were shown using WikiPathways’s cell signaling pathway database.

### Hepatic Lipid Extraction for Lipidomics

Snap-frozen liver tissues (10 mg) were homogenized in 300 μL chilled 50% methanol (Optima^TM^ LC/MS Grade, A456-500, Fisher Chemical) diluted in HPLC grade water (Fisher Chemical, W5-1). 600 μL of methylene chloride (Optima^TM^ LC/MS Grade, D151-1, Fisher Chemical) was added to the homogenates and vortexed for 10 s. 300 μL HPLC grade water was then added and vortexed for 10 s. The tissue homogenates were centrifuged at 13,000 rpm for 15 min at 4°C. The bottom organic layer was collected into silica tubes and the supernatants were air dried by speed vacuum. Samples were redissolved in 150 μL of isopropanol (IPA)/acetonitrile (ACN)/H2O (65:30:5) prior to analysis. 25 μg/mL of TG (15:15:15) were added as internal standard prior to analysis and used for normalization.

### Liquid Chromatography and Mass Spectrometry

Chromatographic separation was performed on a Vanquish UHPLC system with an Accucore C30, 2.6 μm column (2.1 mm id × 150 mm) coupled to a Q Exactive^TM^ Hybrid Quadrupole-Orbitrap High Resolution Mass Spectrometer (Thermo Fisher Scientific, San Jose, CA, United States). The mobile phase consisted of solvent A containing 60% ACN, 40% H2O, 10 mM Ammonium Formate with 0.1% Formic Acid and solvent B containing 90% IPA, 10% ACN, 10 mM Ammonium Formate with 0.1% Formic Acid. The gradient was as follows: 0–1.5 min, 32% solvent B; 1.5–4 min, 32–45% solvent B; 4–5 min, 45–52% solvent B; 5–8 min 52–58% solvent B; 8–11 min, 58–66% solvent B; 11–14 min, 66–70% solvent B; 14–18 min, 70–75% solvent B; 21–25 min, isocratic 97% solvent B, 25–25.1 min 97–32% solvent B; followed by 4 min of re-equilibration of the column before the next run. The flow rate was 260 μl/min and the Injection volumes were set to 2 μL. To avoid possible bias, the sequence of injections was randomized. All of the samples were analyzed by negative electrospray ionization in data-dependent MS-MS mode, Nitrogen as sheath, auxiliary, and sweep gas was set at 50, 5, and 1 U, respectively. Other conditions included the following: resolution, 1,20,000 full width at half maximum; automatic gain control target, 3e6 ions; maximum injection time, 100 ms; scan range, 67–1000 m/z; spray voltage, 3.50 kV; and capillary temperature, 275°C. Data-dependent MS-MS spectra were generated through the use of the following conditions: resolution, 15,000 full width at half maximum; automatic gain control target, 1e5 ions; maximum injection time, 50 ms; isolation window, 0.4 m/z.

### Lipidomics Data Analysis

The acquired data set was processed using Thermo Scientific LipidSearch^TM^ software version 4.1 with the following workflow. First, the individual data files were searched for product ion MS/MS spectra of lipid precursor ions. MS/MS fragment ions were predicted for all precursor adduct ions measured within ±5 ppm. The product ions that matched the predicted fragment ions within a ±5 ppm mass tolerance were used to calculate a match-score, and those candidates providing the highest quality match were determined. Next, the search results from the individual positive ion files from each sample group were aligned within a retention time window (±0.1 min) and the data were merged for each annotated lipid. The annotated lipids that were not ionized by NH4+ were then filtered to reduce false positives. The resulting data of TG (with [M + NH4]^+^ ion) was analyzed using MetaboAnalyst (Chong and Xia, 2018; Chong et al., 2018). Specifically, the data was normalized by tissue weight followed by log transformation and Pareto scaling. Two-tailed Student’s t tests were performed to calculate raw *P*-values and adjusted *P*-values (FDR).

### Statistics

The quantitative data are reported as an average of biological replicates ± standard error (SE) of the mean. Statistical differences were assessed by two-tailed Student’s *t*-test with threshold *P*-value <0.05. For the experiments that were performed previously and repeated in the present study, the statistical differences were assessed by one-tailed Student’s *t*-test with threshold *P*-value <0.05. Given that we only had *n* = 2 for the group of floxed mice receiving saline treatment and that there is no significant difference between WT and floxed mice in circulating cholesterol (WT 95 ± 10 mg/dL; floxed 105 ± 5 mg/dL) and TG (WT 86 ± 15 mg/dL; floxed 92 ± 19 mg/dL), we pooled WT and floxed mice into one group for meaningful statistical comparisons.

## Results

### Acute Systemic Suppression of miR-29 Dampens *de novo* Lipid Synthesis in the Liver and Lowers Circulating Lipid Levels

We have previously demonstrated that one dose of LNA29 injection (20 mg/kg for LNA29a and LNA29b/c each) in chow-fed C57BL/6J mice significantly lowers circulating triglyceride (TG) and cholesterol levels compared to saline treatment (Kurtz et al., 2015). We have also previously reported that LNA-mediated suppression of the miR-29 family leads to hepatic transcriptome profiles that indicate suppression of cholesterol and fatty acid synthesis pathways (Kurtz et al., 2015). However, whether LNA29 treatment in mice suppresses hepatic lipid synthesis *in vivo* has not yet been examined. To address this, we first repeated the LNA29 experiment, in which the chow-fed C57BL/6J mice received one subcutaneous injection of either LNA29 or saline control. Fresh liver tissues were collected from fasted mice at day 7 post-dose for DNL assays. We found that LNA29 treatment significantly suppresses the levels of hepatic miR-29 family members (miR-29a, b and c exhibit 444-, 126-, and 614-fold suppression, respectively) and significantly elevates a validated miR-29 target gene *Col3a1* compared to saline treatment as determined by qPCR (Figures 1A,B). We showed that LNA29 moderately decreases 3H-acetate incorporation into cholesterol as well as TG but has no effects on phospholipids compared to saline control (Figures 1C–E). Also, as shown previously (Kurtz et al., 2015), non-fasted circulating levels of TG and cholesterol were significantly lowered by LNA29 compared to saline treatment (Figures 1F,G). These findings overall suggest that the moderate reduction of hepatic DNL may partially contribute to the significant reduction of circulating lipids upon treatment with LNA29. Note that treatment with LNA inhibitors of another liver-expressed miRNA, miR-455, has little effects on liver lipids (Supplementary Figures S1A–C), which demonstrates that the effects of LNA29 on circulating lipids and DNL does not represent a generic effect of LNAs but rather a specific effect of suppressing miR-29.

**FIGURE 1:**
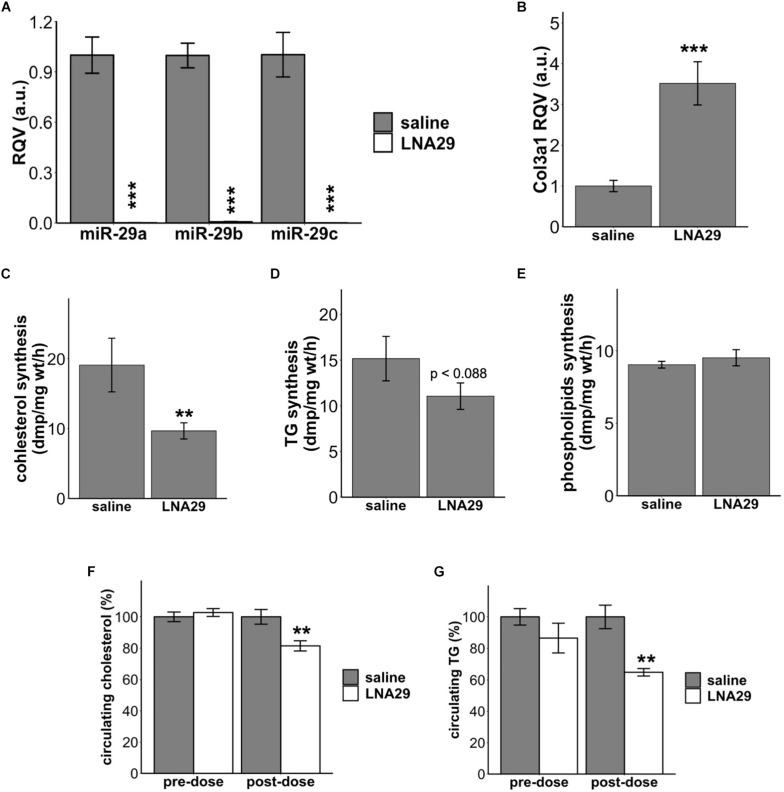
Acute treatment of LNA29 inhibits *de novo* lipid synthesis in the liver and lowers circulating cholesterol and triglyceride (TG) in chow-fed wild type (WT) mice. **(A)** RT-qPCR of hepatic miR-29 family of chow-fed WT mice with saline or LNA29 treatment. LNA29 leads to 444, 126, 614 fold suppression in miR-29a, b, and c, respectively. **(B)** qPCR of *Col3a1*, a validated miR-29 target gene, of chow-fed WT mice with saline or LNA29 treatment. **(C)** 3H-acetate incorporation into cholesterol with liver samples harvested from saline- or LNA29-treated WT mice. **(D)** 3H-acetate incorporation into TG with liver samples harvested from saline- or LNA29-treated WT mice. **(E)** 3H-acetate incorporation into phospholipids with liver samples harvested from saline- or LNA29-treated WT mice. **(F)** Non-fasted circulating cholesterol of mice with saline or LNA29 treatment. **(G)** Non-fasted circulating TG of mice with saline or LNA29 treatment. Given that the circulating data presented in this figure is a repeat of our previous findings, the one-tailed Student’s *t*-test was used. ^∗∗^*P* < 0.01, ^∗∗∗^*P* < 0.001 by one-tailed Students’ *t* test (saline, *n* = 6; LNA29, *n* = 6).

### The Reduction of Circulating TG by LNA29 Is Abolished in the Absence of Liver Sirt1

We have previously validated that Sirtuin-1 (*Sirt1*) is a miR-29 target gene and that protein levels of hepatic Sirt1 are increased by LNA29 treatment in mice (Kurtz et al., 2015). Given that Sirt1 is known to be involved in the regulation of lipid metabolism in the liver (Purushotham et al., 2009; Yin et al., 2014) and that its expression is post-transcriptionally regulated by miR-29 (Bae et al., 2014), we hypothesized that the LNA29-induced lipid lowering effects are in part mediated by loss of miR-29 regulation of Sirt1 in the liver. To test this hypothesis, we employed a liver-specific Sirt1 knockout (L-*Sirt1* KO) mouse model (Purushotham et al., 2009). A set of L-*Sirt1* KO mice and control mice, including both C57BL/6J wild type and floxed (WT/Floxed) mice, were treated with LNA29 or saline and examined at day 7 post-dose (Supplementary Figure S2A). In the absence of hepatic Sirt1, LNA29 was still able to effectively suppress the miR-29 family and increase its target gene *Col1a1* (Supplementary Figures S2B,C). We found that non-fasted circulating levels of cholesterol are significantly lowered by LNA29 in both L-*Sirt1* KO and WT/Floxed mice (Figures 2A,B; by Student’s *t*-test). Notably, however, we found that non-fasted circulating levels of TG are significantly lowered by LNA29 only in WT/Floxed mice, and not in L-*Sirt1* KO mice (Figures 2C,D; by Student’s *t*-test). A two-way ANOVA test was also applied to examine the effect of treatment type (saline vs. LNA29), genotype (WT/floxed vs. KO), and the interaction on the circulating cholesterol and TG. Consistent with the conclusions made by Student’s *t*-test, while the treatment effect is significant (*P* = 1.78 × 10^–5^; type II test), the treatment:genotype interaction does not exert significant impact (*P* = 0.343; type II test) in the context of LNA29 lowering blood cholesterol. In contrast, the treatment:genotype interaction is suggested to be a non-negligible factor (*P* = 0.068; type II test) in the context of LNA29 lowering blood TG. Taken together, these observations suggest that the LNA29-induced lowering of circulating cholesterol is hepatic Sirt1-independent, whereas the LNA29-induced lowering of circulating TG is hepatic Sirt1-dependent.

**FIGURE 2:**
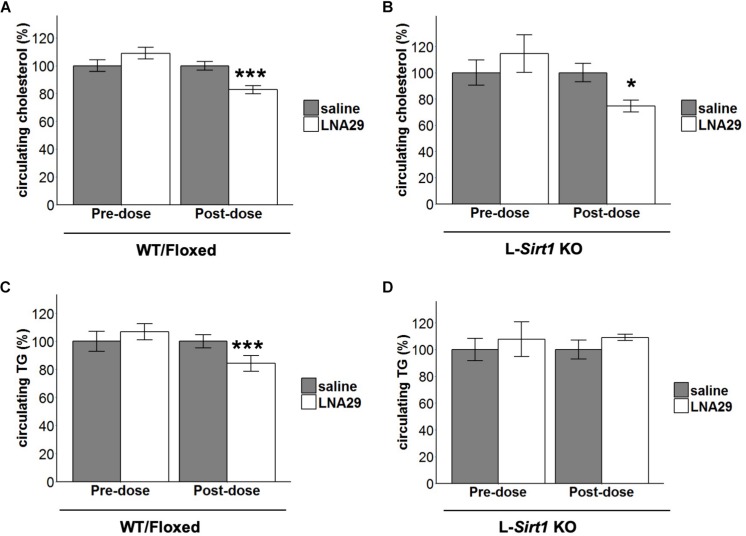
The absence of hepatic Sirt1 blunts LNA29-induced reduction of circulating triglyceride (TG). **(A)** Non-fasted circulating cholesterol of WT/Floxed mice with saline or LNA29 treatment. **(B)** Non-fasted circulating cholesterol of L-*Sirt1* KO mice with saline or LNA29 treatment. **(C)** Non-fasted circulating TG of WT/Floxed mice with saline or LNA29 treatment. **(D)** Non-fasted circulating TG of L-*Sirt1* KO mice with saline or LNA29 treatment. Data of WT/Floxed mice in response to LNA29 was assessed by one-tailed Student’s *t*-test (Floxed/WT, *n* = 11–12/treatment group) as the data is a validation of our previous findings. The data of L-Sirt1 KO mice in response to LNA29 was assessed by two-tailed Student’s *t*-test (L-Sirt1 KO, *n* = 5–6/treatment group). ^∗^*P* < 0.05, ^∗∗∗^*P* < 0.001.

### Identification of Sirt1-Independent and Sirt1-Dependent Gene/Pathway Changes in the Liver After LNA29 Treatment

In order to characterize the hepatic Sirt1-independent mechanisms that mediate in part the beneficial effects of LNA29, we performed RNA-seq analysis on the liver of L-*Sirt1* KO and control WT/Floxed mice treated with either LNA29 or saline. 

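The deposited mouse RNA-seq values cover the livers of 21 mice, of which 13 were WT/Floxed (8 LNA29-treated and 5 saline-treated) and 8 were labelled L-Sirt1 KO (4 LNA29-treated and 4 saline-treated). LNA29 is a mix of locked nucleic acid inhibitors of the miR-29 family, each given at 20 mg/kg, and the livers were collected on day 7. The WT/Floxed group pools 7 WT mice with 6 floxed mice. The 5 saline-treated WT/Floxed libraries are those left after the authors excluded 1 floxed mouse. The authors aligned the reads with STAR, quantified genes with Salmon and normalized the estimated counts with DESeq2, separately for each genotype, so every value below is a DESeq2-normalized count of a gene listed by its symbol. Between 42.6 and 78 M reads per mouse were estimated from the lowest values of each library, where 1 read was worth 0.746 to 1.37 normalized counts. These depths and the tests cover counting error and the spread between mice, not errors in assigning reads to genes. Genes with a mean of at least 10 normalized counts were compared between LNA29 and saline on log2(normalized count + 1) with limma's moderated test and Benjamini-Hochberg adjustment, and single genes also with an exact two-sided permutation test. Sirt1, the gene whose loss defines the L-Sirt1 KO mice, lies on chromosome 10 of GRCm38 from 63319005 to 63381704 and has 1 site for the miR-29 seed in its 3′ UTR. Its counts in the 8 LNA29-treated WT/Floxed mice, in the order of their replicate numbers, were 595.6, 688.3, 632.3, 555.6, 569.2, 674.7, 509.5 and 632.4, and those in the 5 saline-treated WT/Floxed mice were 699.1, 576, 641.2, 543.5 and 492.7. The libraries labelled L-Sirt1 KO had Sirt1 counts of 550.8, 567.5, 595.4 and 534.6 with LNA29 and of 552.7, 606.9, 616.5 and 568 with saline. The mean count over the libraries labelled L-Sirt1 KO was 0.955 times that over the WT/Floxed libraries, while the median of this ratio over 15601 genes was 1.02. The counts per gene do not separate the exons of Sirt1, so a transcript that lacks an exon would still be counted. LNA29 changed Sirt1 by a log2 fold change of 0.04 in WT/Floxed mice (adjusted p = 0.902) and of -0.06 in mice labelled L-Sirt1 KO (adjusted p = 0.841), less than the spread between mice. The Sirt1 locus overlaps Gm16145 on the opposite strand over 13035 bases, and the paper's text does not name the strand setting of the counting.

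**Figure D1:**
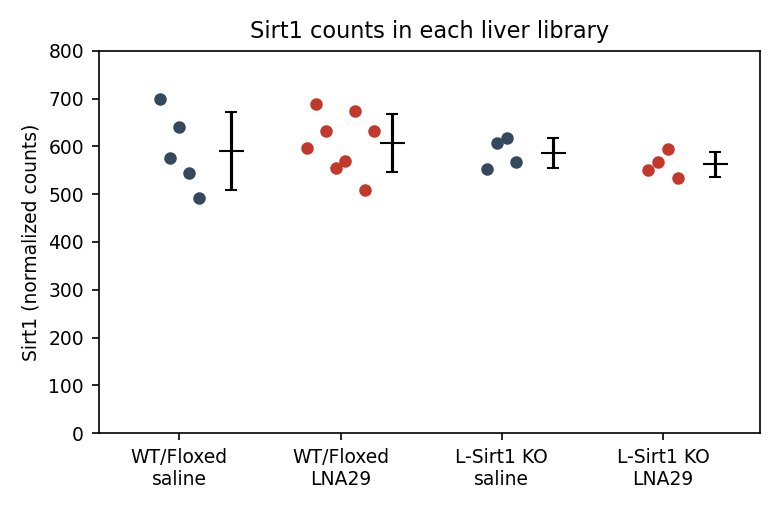
DESeq2-normalized Sirt1 counts (vertical axis) in each mouse, by genotype label and treatment, with the group means and SDs. The group means are 607 (n = 8) and 590.5 (n = 5) in WT/Floxed mice and 562 (n = 4) and 586 (n = 4) in mice labelled L-Sirt1 KO.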

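In the WT/Floxed table, 15811 genes passed the minimum mean count and were tested between the 8 LNA29-treated and the 5 saline-treated mice. A p-value under 0.05 was reached by 2105 genes, of which 1078 were higher and 1027 lower with LNA29, where 791 genes would be reached by chance. Of these tests, 879 had an adjusted p-value under 0.2 and 216 one under 0.05. The alternative that raised the number of genes with a p-value under 0.05 most was the use of sample quality weights, with 2837 genes. The counts of the LNA29 and saline groups did not overlap for 239 genes, 1.51% of those tested, against 0.155% by chance. The genes with the largest rise among those past the paper's 4 criteria, with groups that did not overlap, were Dnaic1, Slc30a3 and H19. Dnaic1, on chromosome 4 of GRCm38 from 41569775 to 41638158, rose from 27 ± 11 (SD, n = 5) to 153 ± 87.4 (SD, n = 8) normalized counts, a log2 fold change of 2.31 (SE 0.42, adjusted p = 0.0154). It overlaps Enho on the opposite strand by 15 bases. Slc30a3 rose by 2.27 on the log2 scale (adjusted p = 0.00692), and H19 by 1.87 (adjusted p = 0.000583). The largest falls were those of Cyp2g1 (log2 fold change -2.05, adjusted p = 0.00632), Sult3a2 (-1.88, adjusted p = 0.00142) and Slc13a2 (-1.66, adjusted p = 0.0238). These 6 genes passed the criteria in each of the 13 fits that left out 1 mouse. Slc30a3 overlaps Dnajc5g over 1953 bases and H19 contains Mir675, and Sult3a2 belongs to a family of near-identical genes whose reads could be divided between members.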

In WT/Floxed mice, we identified a total of 2397 genes (1254 up; 1143 down) that are altered by LNA29 (Supplementary Figures S2D,E; *P* < 0.05). In L-*Sirt1* KO mice, we identified a total of 1987 genes (1098 up; 889 down) that are altered by LNA29 (Supplementary Figures S2H,I; *P* < 0.05). 

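In the table of the mice labelled L-Sirt1 KO, 15885 genes were tested between 4 LNA29-treated and 4 saline-treated mice. Of these, 1779 genes had a p-value under 0.05 (1000 higher and 779 lower with LNA29), where chance gives 794. An adjusted p-value under 0.2 was reached by 327 genes and one under 0.05 by 39. Without the minimum mean count, the alternative that raised the number of genes with a p-value under 0.05 most, 2316 genes reached it. The counts of both treatment groups were separate for 1104 genes, 6.95% of those tested, against 2.86% by chance. Under the same criteria, the genes that rose most were Hsd3b5 (log2 fold change 2.55, adjusted p = 0.148), Serpina1e (2.24, adjusted p = 0.0881) and H19 (2.19, adjusted p = 0.141), and those that fell most were Gm17655 (-1.67, adjusted p = 0.0603), Slc39a5 (-1.57, adjusted p = 0.0887) and Cyp4a14 (-1.53, adjusted p = 0.158). Gm17655 passed in all 8 fits that left out 1 mouse and Serpina1e in 7, with an adjusted p of 0.226 without LNA29 replicate 3. Hsd3b5, H19 and Cyp4a14 passed in 3 of the 8 fits each and Slc39a5 in 5, with the highest adjusted p-values at 0.334 for Hsd3b5 and 0.295 for H19 without LNA29 replicate 2, and at 0.357 for Cyp4a14 and 0.245 for Slc39a5 without LNA29 replicate 4. Hsd3b5, Serpina1e and Cyp4a14 each have near-identical relatives, and Slc39a5 overlaps Ankrd52. Because Sirt1 counts did not fall in these libraries, the genotype here is the one on their labels.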

In theory, miR-29 target genes should be upregulated by LNA29 treatment. 

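The miR-29 family shares 1 seed, whose match in a 3′ UTR is TGGTGCT, or TGGTGCTA with the base that completes an 8-base site. The sequence given by the paper for the inhibitor of miR-29a, ATTTCAGATGGTGCT, and that for miR-29b and miR-29c, ATTTCAAATGGTGCT, both contain the 7-base match. The 3′ UTRs of 21028 mouse genes were read from GRCm38, joined by gene symbol, and searched for it. Each list of genes past the 4 criteria was compared by Fisher's exact test (two-sided) with the other genes of the same table that had a mean above 50 normalized counts. Among the genes higher with LNA29 in WT/Floxed mice, 138 of the 356 with a 3′ UTR (38.8%) held a site, against 15% of the background (odds ratio 3.594, exact p = 9.26e-27). The corresponding share in mice labelled L-Sirt1 KO was 86 of 176 genes (48.9%) against 15.1% (odds ratio 5.353, exact p = 2.66e-25). Of the genes lower with LNA29, 23 of 284 (8.1%) in WT/Floxed mice and 2 of 95 (2.11%) in mice labelled L-Sirt1 KO held a site, below the background shares of 15.9% (odds ratio 0.4667, exact p = 0.000184) and 15.8% (odds ratio 0.115, exact p = 2.57e-05). The median 3′ UTR was 1085 bases in the higher and 1003 in the lower WT/Floxed genes, and 1188 and 754 bases in those of mice labelled L-Sirt1 KO. Against genes matched on 3′ UTR length the odds ratios were 3.651 and 0.5455 in WT/Floxed mice, and 4.804 and 0.1828 in mice labelled L-Sirt1 KO. With the 8-base site, the alternative that moved them most, the odds ratios of the higher genes were 7.246 and 10.01, and that of the lower genes in mice labelled L-Sirt1 KO was 0. The miR-29 site had the highest odds ratio among the 140 orderings of its bases that were compared for both lists of higher genes, while 131 and 120 of the 140 were at least as high for the lower genes of WT/Floxed mice and of mice labelled L-Sirt1 KO.

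**Figure D2:**
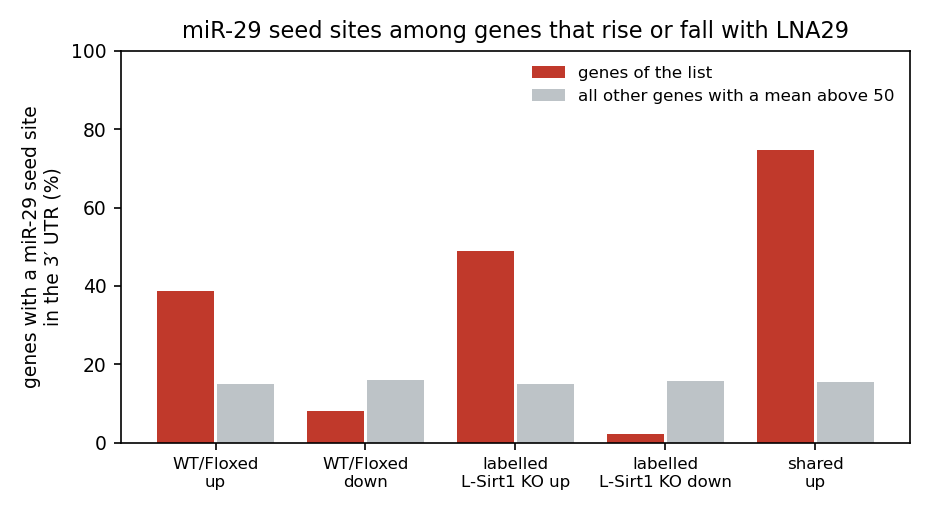
Share of genes (percent, vertical axis) with a 7-base miR-29 seed site in the 3′ UTR, for genes higher or lower with LNA29 in each genotype and for the background genes of the same table. The higher genes stand at 38.8% and 48.9%, and the lower genes at 8.1% and 2.11%.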

By performing miRhub analysis (Baran-Gale et al., 2013), we confirmed that the genes that are upregulated by LNA29 are significantly enriched for predicted target sites of miR-29 in both WT/Floxed (Supplementary Figure S2F) and L-*Sirt1* KO mice (Supplementary Figure S2J), whereas the genes that are downregulated by LNA29 are not in both groups (Supplementary Figures S2G,K).

The genes that are altered by LNA29 in both WT/Floxed and L-*Sirt1* KO mice are by definition those that are regulated in a Sirt1-independent manner. 

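With a p-value under 0.05, an adjusted p-value under 0.2, a mean above 50 normalized counts and a fold change above 1.2, 383 genes were higher and 305 lower with LNA29 in WT/Floxed mice, and 189 were higher and 108 lower in mice labelled L-Sirt1 KO. Of the 12759 genes with a mean above 50 in both tables, 67 genes were higher in both genotypes, where 5.51 would be shared by chance (exact hypergeometric p = 2.01e-55), and 15 were lower in both, where chance gives 2.42 (p = 1.66e-08). These p-values treat genes as independent, which they are not. Past the criteria in WT/Floxed mice alone were 316 higher and 290 lower genes, and in mice labelled L-Sirt1 KO alone 122 higher and 93 lower genes. Over the alternatives the shared lists ran from 20 to 132 higher and from 1 to 32 lower genes, with the most under sample quality weights. Leaving out L-Sirt1 KO LNA29 replicate 4 left 35 shared higher genes, and leaving out L-Sirt1 KO LNA29 replicate 3 left 2 shared lower genes. Past the criteria in WT/Floxed mice alone, 73.7% of the higher genes and 57.9% of the lower genes changed in the same direction in mice labelled L-Sirt1 KO. In the reverse comparison, 74.6% of the higher and 73.1% of the lower genes of mice labelled L-Sirt1 KO had the same direction in WT/Floxed mice. The difference in response between the genotypes itself, tested as an interaction term, reached an adjusted p-value under 0.2 for 2, 2, 1 and 0 of these 4 groups of genes, and an unadjusted p-value under 0.05 for 96, 134, 61 and 43 of them.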

By comparing the set of genes that are altered in LNA29-treated WT/Floxed and L-*Sirt1* KO mice (*P* < 0.05, adjusted *P* < 0.2, base mean >50, fold change >1.2 compared to saline) (Figures 3A,C), we identified subsets of genes that are unique to WT/Floxed mice (gene list i in Figure 3A and iv in Figure 3C), unique to L-*Sirt1* KO mice (gene list iii in Figure 3A and vi in Figure 3C), or shared (gene list ii in Figure 3A and v in Figure 3C). 

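A list of 16 extracellular matrix genes included 11 genes that passed the criteria with higher counts in both genotypes, namely Col1a1, Col1a2, Col3a1, Col4a2, Col5a1, Fbn1, Lamc1, Eln, Nid1, Loxl2 and Sparc. Of its 16 genes, 15 were higher with LNA29 in WT/Floxed mice and 15 in mice labelled L-Sirt1 KO. The median log2 fold change was 0.70 in WT/Floxed mice (adjusted p = 1.75e-17 by camera with its preset inter-gene correlation of 0.01) and 0.81 in mice labelled L-Sirt1 KO (adjusted p = 3.62e-19). Both calls hold under fry, which uses no preset correlation, with adjusted p-values of 0.000142 and 0.00156. The mean over the list differed between treatments with an exact permutation p of 0.00233 in WT/Floxed mice and of 0.0286, the smallest that 4 mice against 4 allow, in mice labelled L-Sirt1 KO. Without L-Sirt1 KO LNA29 replicate 1, which moved a median most, the latter median was 0.96. Eln, the gene of the list with the largest change in WT/Floxed mice, lies on chromosome 5 of GRCm38 from 134702593 to 134747323, and its counts rose from 246 ± 35.7 (SD, n = 5) to 902 ± 215 (SD, n = 8), a log2 fold change of 1.85 (SE 0.157, adjusted p = 4.66e-05). A site for the miR-29 seed was present in the 3′ UTR of 13 of the 16 genes.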

The shared genes that are upregulated by LNA29 (gene list ii in Figure 3A) are most enriched in the extracellular matrix (ECM) pathway (Supplementary Figure S3A), which is consistent with the published evidence of a well-established role for miR-29 in regulating ECM genes (Luna et al., 2009; Roderburg et al., 2011). 

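Enho, Igfbp2, Lpl and Sparc were measured in the same libraries, with positions given on GRCm38. Enho, on chromosome 4 from 41638144 to 41640324, rose from 1690 ± 536 (SD, n = 5) to 3094 ± 558 (SD, n = 8) normalized counts in WT/Floxed mice, a log2 fold change of 0.91 (SE 0.173, adjusted p = 0.0195). It rose by 0.83 in mice labelled L-Sirt1 KO (adjusted p = 0.0815). Dnaic1, which overlaps the end of Enho by 15 bases on the other strand, also rose. Igfbp2, on chromosome 1 from 72824503 to 72852474, rose by 0.74 on the log2 scale in WT/Floxed mice (adjusted p = 0.0195) and by 0.55 in mice labelled L-Sirt1 KO (adjusted p = 0.148), where it passed the criteria in 2 of 8 fits that left out 1 mouse and had an adjusted p of 0.355 without LNA29 replicate 4. Lpl, on chromosome 8 from 68880491 to 68907448, went from 1448 ± 281 (SD, n = 5) to 2548 ± 644 (SD, n = 8) normalized counts in WT/Floxed mice, a log2 fold change of 0.80 (adjusted p = 0.0314). The counts of Lpl in mice labelled L-Sirt1 KO went from 1610 ± 245 (SD, n = 4) to 2678 ± 1087 (SD, n = 4), a log2 fold change of 0.67 that did not pass the criteria (adjusted p = 0.304), nor did it in any of the 8 fits without 1 mouse. Sample quality weights gave Lpl an adjusted p of 0.197 there, within a range of 0.183 to 0.55 over its alternatives. Sparc, on chromosome 11 from 55394500 to 55423183, rose from 3700 ± 237 (SD, n = 5) to 8291 ± 1046 (SD, n = 8) in WT/Floxed mice, a log2 fold change of 1.16 (SE 0.0883, adjusted p = 2.44e-05), and by 1.07 in mice labelled L-Sirt1 KO (adjusted p = 0.00783). As these genes were chosen by the study on these samples, counts adjusted over the list alone are not independent evidence, and the list as a whole had median log2 fold changes of 0.85 and 0.75. The interaction with genotype was not significant for any of the 4 genes, with adjusted p-values from 0.843 to 0.961.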

We identified several other shared upregulated genes, such as *Enho*, *Igfbp2*, *Lpl*, and *Sparc* (gene list ii in Figure 3A), that are involved in regulating energy balance and/or metabolism (Figure 3B). In addition, among the small subset of downregulated genes shared between WT/Floxed and L-*Sirt1* KO mice in response to LNA29 (gene list v in Figure 3C and Supplementary Figure S3D) were *Ldhd*, *Fitm1* and *Onecut2* (Figure 3D), which are involved in the process of lipogenesis.

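Ldhd, on chromosome 8 of GRCm38 from 111623785 to 111630374, fell from 8998 ± 769 (SD, n = 5) to 6246 ± 349 (SD, n = 8) normalized counts with LNA29 in WT/Floxed mice, a log2 fold change of -0.52 (adjusted p = 0.000861). In mice labelled L-Sirt1 KO it changed by -0.40 (adjusted p = 0.189), passing the criteria in 2 of the 8 fits that left out 1 mouse, with an adjusted p of 0.36 without saline replicate 4. Ldhd overlaps Znrf1 over 2246 bases. Fitm1, on chromosome 14 from 55575617 to 55576954, fell from 483 ± 70.5 (SD, n = 5) to 261 ± 51.9 (SD, n = 8) in WT/Floxed mice and from 293 ± 78.1 (SD, n = 4) to 113 ± 13.7 (SD, n = 4) in mice labelled L-Sirt1 KO. Its log2 fold changes were -0.90 (adjusted p = 0.00632) and -1.34 (adjusted p = 0.0332), and it passed in every fit that left out 1 mouse. Onecut2, on chromosome 18 from 64340020 to 64400987, had log2 fold changes of -0.33 in WT/Floxed mice (adjusted p = 0.164) and -0.61 in mice labelled L-Sirt1 KO (adjusted p = 0.0756). Onecut2 passed the criteria in 7 of 13 fits without 1 WT/Floxed mouse, with an adjusted p of 0.321 without saline replicate 2, and in 6 of 8 fits without 1 mouse labelled L-Sirt1 KO, with an adjusted p of 0.219 without LNA29 replicate 4. It holds 1 miR-29 seed site in its 3′ UTR, although its counts fell. The interaction with genotype had adjusted p-values from 0.61 to 0.795 for these 3 genes, and their medians as a list were -0.52 and -0.61.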

**FIGURE 3:**
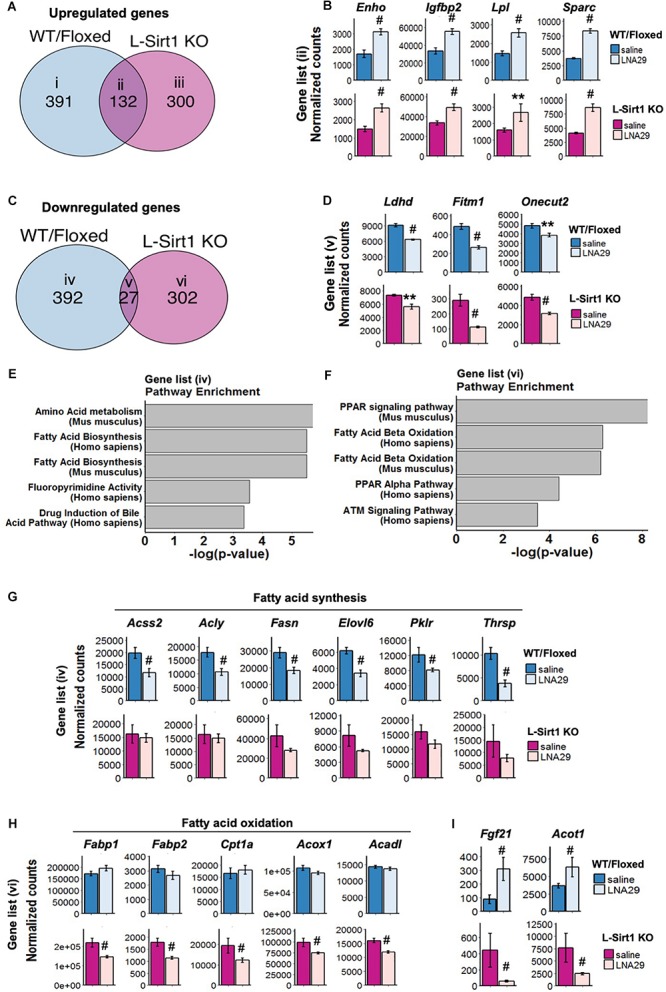
The absence of hepatic Sirt1 blunts the suppression of lipogenesis genes and downregulates fatty acid oxidation (FAO) genes upon LNA29 treatment. **(A)** Venn diagram of upregulated genes that are shared or unique in WT/Floxed and L-*Sirt1* KO mice in response to LNA29 (*P* < 0.05, adjusted *P* < 0.2, base mean >50, fold change>1.2). **(B)** Expressions of upregulated genes shared between WT/Floxed and L-*Sirt1* KO mice in response to LNA29. **(C)** Venn diagram of downregulated genes that are shared or unique in WT/Floxed and L-*Sirt1* KO mice in response to LNA29 (*P* < 0.05, adjusted *P* < 0.2, base mean>50, fold change 1.2). **(D)** Expressions of downregulated genes shared between WT/Floxed and L-*Sirt1* KO mice in response to LNA29. **(E)** Pathway analysis of the downregulated genes unique to WT/Floxed mice in response to LNA29. **(F)** Pathway analysis of the downregulated genes unique to L-*Sirt1* KO mice in response to LNA29. **(G)** Lipogenesis genes are downregulated in WT/Floxed but blunted in L-*Sirt1* KO mice in response to LNA29. **(H)** FAO genes are unchanged in WT/Floxed but downregulated in L-*Sirt1* KO mice in response to LNA29. **(I)** Genes that are changed in opposite direction in WT/Floxed and L-*Sirt1*KO mice in response to LNA29. ^∗∗^*P* < 0.01, ^#^*P* < 0.001 by Wald test (DESeq2) (WT/Floxed-saline, *n* = 5; WT/Floxed-LNA29, *n* = 8; L-Sirt1 KO-saline, *n* = 4; L-Sirt1 KO-LNA29, *n* = 4).

To investigate how the absence of hepatic Sirt1 blunts the LNA29-induced TG lowering effect (Figure 2D), we turned our attention to the genes that are altered by LNA29 only in WT/Floxed or in L-*Sirt1* KO mice but not in both (Figures 3E,F and Supplementary Figures S3B,C,E,F). We found that the genes that are downregulated by LNA29 only in WT/Floxed mice (gene list iv in Figure 3C) are significantly enriched in the fatty acid synthesis pathway (Figure 3E). 

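Enrichr and its pathway libraries use data that are not among the files, so the pathway was tested with separate gene lists. A list of 14 genes of fatty acid and triglyceride synthesis, wider than the genes the paper names, had a median log2 fold change of -0.28 with LNA29 in WT/Floxed mice (adjusted p = 0.000503 by camera). Under fry its adjusted p was 0.0815, so that call does not hold there. Pnpla3, the gene of this list with the largest change, fell by 1.02 on the log2 scale, but its counts of 216 ± 199 (SD, n = 8) with LNA29 and 392.1 ± 289.5 (SD, n = 5) with saline overlapped (adjusted p = 0.538). A list of 21 cholesterol synthesis genes had a median of -0.18 (adjusted p = 0.00127 by camera and 0.411 by fry), which was -0.11 without saline replicate 5 (0.0547 by camera). The wider synthesis list had a median of -0.13 in mice labelled L-Sirt1 KO (adjusted p = 0.00522 by camera and 0.15 by fry), and without L-Sirt1 KO saline replicate 3 its camera adjusted p was 0.0575. In the same mice the cholesterol synthesis genes had a median of -0.24 (adjusted p = 0.000965 by camera and 0.251 by fry), which was -0.11 without L-Sirt1 KO LNA29 replicate 1 (0.0959 by camera).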

Several key lipogenic genes, including *Acss2*, *Acly*, *Fasn*, *Elovl6*, *Pklr*, and *Thrsp* (though especially the first two), are significantly downregulated in WT/Floxed but not in L-*Sirt1* KO mice (Figure 3G). In addition, the genes that downregulated by LNA29 only in L-*Sirt1* KO mice (gene list vi in Figure 3C) are significantly enriched in fatty acid oxidation (FAO) pathways (Figure 3F), including *Fabp1*, *Fabp2*, *Cpt1a*, *Acox1*, and *Acadl* (Figure 3H). 

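Acss2, on chromosome 2 of GRCm38 from 155517948 to 155585724, fell from 19668 ± 5042 (SD, n = 5) to 11562 ± 5047 (SD, n = 8) normalized counts with LNA29 in WT/Floxed mice, a log2 fold change of -0.84 (SE 0.275, adjusted p = 0.172). It passed the criteria in 4 of the 13 fits that left out 1 mouse, with an adjusted p of 0.311 without saline replicate 3, and it overlaps Gss, Acss2os and Ggt7. Acly, on chromosome 11 from 100476353 to 100528000, fell from 17768 ± 4039 (SD, n = 5) to 10598 ± 3475 (SD, n = 8), a log2 fold change of -0.78 (SE 0.21, adjusted p = 0.0925). Acly passed the criteria under 19 of its 21 alternatives (range 0.0236 to 0.679 over all of them). It failed with the replicate number as a block, although these numbers do not pair the mice. Among the 13 fits without 1 mouse it failed only without saline replicate 3, with an adjusted p of 0.207. Fasn, on chromosome 11 from 120805846 to 120824547, had a log2 fold change of -0.68 (SE 0.203, adjusted p = 0.132) and passed in 7 of 13 such fits, with an adjusted p of 0.267 without saline replicate 2. Elovl6, on chromosome 3 from 129532355 to 129638495, went from 6106 ± 881 (SD, n = 5) to 3347 ± 1175 (SD, n = 8), a log2 fold change of -0.93 (adjusted p = 0.0392). Thrsp, on chromosome 7 from 97412938 to 97417730, went from 10212 ± 2866 (SD, n = 5) to 3762 ± 2131 (SD, n = 8), a log2 fold change of -1.63 (adjusted p = 0.0509). Elovl6 and Thrsp passed in all 13 fits without 1 mouse, and their groups did not overlap. Pklr, on chromosome 3 from 89136142 to 89146784, overlaps Hcn3 over 711 bases, and its log2 fold change of -0.51 did not pass (adjusted p = 0.27). Pklr passed without saline replicate 5 (adjusted p = 0.128), saline replicate 2 (0.154) or LNA29 replicate 4 (0.198), with sample quality weights and with the WT or floxed background in the model, over a range of 0.0379 to 0.761 among its alternatives. In mice labelled L-Sirt1 KO (4 of each treatment) the log2 fold changes of the 6 genes lay between -0.49 for Elovl6 and -0.06 for Acss2, with adjusted p-values from 0.53 to 0.955, and no gene passed under any setting. Fasn counts there were 41932 ± 21761 (SD, n = 4) with saline and 27554 ± 3404 (SD, n = 4) with LNA29, and those of Thrsp 14578 ± 12844 (SD, n = 4) and 7848 ± 3017 (SD, n = 4), so that the spread between saline-treated mice exceeded the difference. Without saline replicate 3, the log2 fold changes of Acss2, Acly and Thrsp in these mice were 0.15, 0.17 and 0.15. Adjusted over the list alone, 6 of 6 genes had an adjusted p-value under 0.2 in WT/Floxed mice (5 of 6 over all genes tested) and 0 of 6 in mice labelled L-Sirt1 KO, but the study chose this list on these samples, so the first count is not independent evidence.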

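In mice labelled L-Sirt1 KO, Fabp1 (chromosome 6 of GRCm38, from 71199827 to 71205023) fell from 220530 ± 47869 (SD, n = 4) to 147970 ± 11763 (SD, n = 4) normalized counts with LNA29, a log2 fold change of -0.55 (SE 0.153, adjusted p = 0.211). It passed the criteria without saline replicate 3 (adjusted p = 0.109) or saline replicate 1 (0.192). Fabp2 (chromosome 3, from 122895072 to 122899506) fell from 1795 ± 350 (SD, n = 4) to 1145 ± 108 (SD, n = 4), a log2 fold change of -0.63 (SE 0.142, adjusted p = 0.139), and Acadl (chromosome 1, from 66830839 to 66863277) from 16281 ± 1701 (SD, n = 4) to 12096 ± 906 (SD, n = 4), a log2 fold change of -0.43 (SE 0.0961, adjusted p = 0.141). Fabp2 and Acadl passed in 3 of 8 fits each that left out 1 mouse, and without LNA29 replicate 4 both had an adjusted p of 0.32. Fabp2 overlaps 4933405D12Rik over 4435 bases. Cpt1a (chromosome 19, from 3322334 to 3385733) had a log2 fold change of -0.59 (adjusted p = 0.444). It passed without saline replicate 1, with an adjusted p of 0.127. The treatment groups did not overlap for Fabp1, Fabp2 and Acadl (exact permutation p = 0.0286), and they overlapped for Cpt1a (exact permutation p = 0.143). Over all genes tested, 2 of the 5 genes passed, against 5 of 5 adjusted over the list alone, a count that is not independent evidence because the study chose the list on these samples. In WT/Floxed mice the log2 fold changes were 0.17 for Fabp1, -0.26 for Fabp2, 0.13 for Cpt1a and -0.06 for Acadl, with adjusted p-values from 0.607 to 0.862. The change of Cpt1a there was -0.04 without saline replicate 2.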

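As a list, Acss2, Acly, Fasn, Elovl6, Pklr and Thrsp had a median log2 fold change of -0.81 with LNA29 in WT/Floxed mice (adjusted p = 3.25e-07 by camera and 0.00715 by fry) and of -0.39 in mice labelled L-Sirt1 KO (adjusted p = 0.0998 and 0.479). The latter median was -0.65 without L-Sirt1 KO saline replicate 4 (camera adjusted p = 0.00106) and -0.05 without saline replicate 3. The FAO genes named by the paper had a median of -0.06 in WT/Floxed mice (adjusted p = 0.574 and 0.663) and of -0.55 in mice labelled L-Sirt1 KO (adjusted p = 4.59e-06 and 0.0366). The latter list exceeded 0.05 under fry in 6 of the 8 fits that left out 1 mouse, up to 0.102 without LNA29 replicate 3. Whether a response depends on genotype is given by the interaction term, fitted over 15601 genes, of which 7 had an adjusted p-value under 0.2 and 1426 an unadjusted p-value under 0.05, where chance gives 780. The former number ran from 0 (with 1177 to 1404 unadjusted, in 3 of the 21 fits that left out 1 mouse) to 233 (without L-Sirt1 KO saline replicate 3), and it was 110 with the WT or floxed background as a covariate and 1220 with sample quality weights. For the 6 lipogenic genes the median difference in log2 fold change was 0.57 (adjusted p = 0.0715 by camera and 0.662 by fry, permutation p = 0.262), and its camera adjusted p ran from 0.00663 without L-Sirt1 KO saline replicate 3 to 0.586 without L-Sirt1 KO saline replicate 4, where the median was 0.35. Their differences ran from 0.08 for Pklr to 1.29 for Thrsp, with adjusted p-values between 0.587 and 0.97. For the 5 FAO genes the median difference was -0.38 (adjusted p = 0.000743 by camera and 0.119 by fry, permutation p = 0.0764), so the camera call does not hold under fry. The permutations assume no effect of LNA29 in either genotype, so they do not test for equal responses. Fabp1 differed most clearly, by -0.72 (adjusted p = 0.267, permutation p = 0.00618), and it passed without L-Sirt1 KO saline replicate 3 (0.114) or WT/Floxed LNA29 replicate 1 (0.144).

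**Figure D3:**
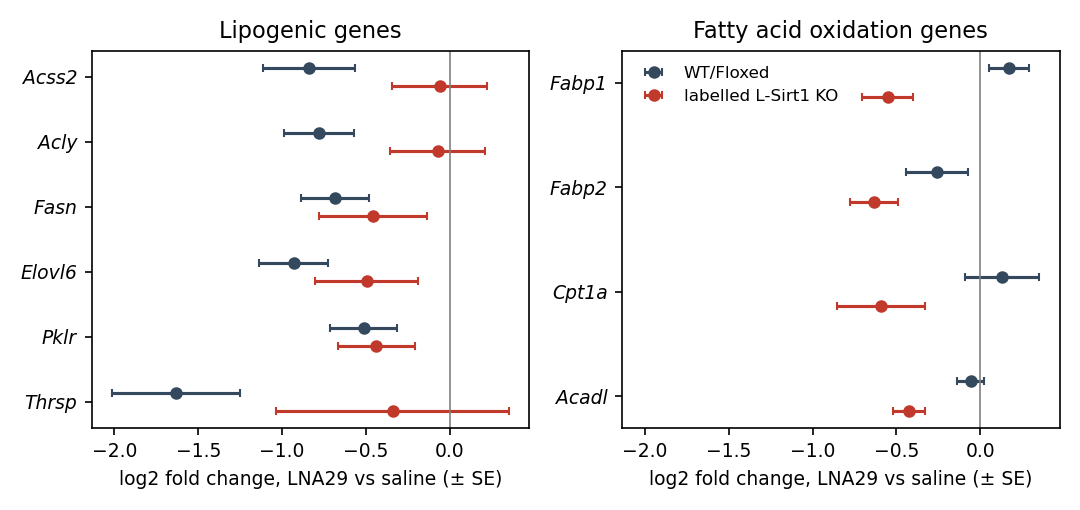
Log2 fold change (LNA29 against saline, horizontal axis) of 6 lipogenic and 4 FAO genes, with its SE, in WT/Floxed mice (n = 8 and 5) and in mice labelled L-Sirt1 KO (n = 4 and 4). In WT/Floxed mice the lipogenic genes lie between -1.63 and -0.51, and in mice labelled L-Sirt1 KO the FAO genes shown lie between -0.63 and -0.43.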

Taken together, these data show that in the absence of hepatic Sirt1, the inhibition of lipogenic genes is blunted and instead FAO genes are significantly downregulated in response to LNA29 treatment. These findings are consistent with the importance of hepatic Sirt1 in mediating the LNA29-induced TG lowering effect (Figure 2D). Interestingly, we also identified genes that are oppositely affected by LNA29 treatment depending on the Sirt1 genotype (Supplementary Figures S3E,F), which may also contribute to the difference in TG phenotype between LNA29-treated WT/Floxed and L-*Sirt1* KO mice.

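Of 13 genes that the paper's figures show with opposite changes, 11 are shown beside Fgf21 and Acot1. No gene of the tables passed the criteria with opposite directions in both genotypes, where 3.04 and 4.4 genes would be found by chance, although the interaction had an unadjusted p-value under 0.05 for 1426 genes. Leaving out L-Sirt1 KO saline replicate 3 gave 6 such genes, and sample quality weights gave 25. In WT/Floxed mice, Traf4 (log2 fold change 0.38, adjusted p = 0.0579), Tnfrsf12a (0.75, adjusted p = 0.0523), Chic1 (-0.46, adjusted p = 0.178), Trim14 (-0.57, adjusted p = 0.0997), Cyp3a44 (-1.63, adjusted p = 0.0214) and Trim30d (-0.44, adjusted p = 0.163) passed. Of these, Chic1 passed in 4 of 13 fits that left out 1 mouse, with an adjusted p of 0.326 without saline replicate 5, Trim30d in 5 (0.338 without saline replicate 4) and Trim14 in 12 (0.221 without saline replicate 3). Sertad1, Adgrg2, Arl13b, Cdcp1 and Spns2 did not pass there, with adjusted p-values from 0.204 to 0.267. In mice labelled L-Sirt1 KO, all 11 genes changed in the opposite direction, with log2 fold changes of -1.06 for Adgrg2 to 0.97 for Cyp3a44, but none passed, with adjusted p-values from 0.234 to 0.329. Tested directly, the responses of Traf4 (difference -0.73, adjusted p = 0.168) and Cyp3a44 (2.59, adjusted p = 0.144) differed between the genotypes, and without L-Sirt1 KO saline replicate 2 both had an adjusted p of 0.34. With the WT or floxed background as a covariate, the difference passed for all 11, with adjusted p-values up to 0.193 (Spns2). Cyp3a44 and Trim30d have near-identical relatives, Trim14 overlaps Nans over 9852 bases and Arl13b overlaps Stx19. As a list, the 13 genes had medians of -0.33 and 0.40 (adjusted p = 0.536 and 0.557 by camera), since their members go both ways.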

### The Effect of LNA29 on Lipogenesis Genes Are Shared With That of BT2 Compound Known to Reduce Liver Fat Partly Through the Suppression of miR-29

The aforementioned RNA-seq analysis of the liver from LNA29-treated L-*Sirt1* KO and WT/Floxed mice suggests that changes in lipogenesis and FAO pathways together determine the LNA29-induced TG lowering phenotype through either Sirt1-dependent or Sirt1-independent manner (Figure 3). We next examined the genes involved in these pathways in an animal model of fatty liver, the ZFR. 

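The deposited rat RNA-seq values cover the livers of 16 male rats, in groups of 4. One comparison is between 5.5-month-old Zucker Fatty rats (ZFR), which carry a defective leptin receptor gene, and Zucker Lean rats (ZLR). The other is between 3-month-old ZFR given BT2, an inhibitor of branched chain α-keto acid dehydrogenase kinase, at 20 mg/kg daily for 1 week, and ZFR given vehicle. The authors normalized the counts of each comparison separately with DESeq2, as for the mice. Depth differed far more than in the mice, from 0.188 to 58.5 M estimated reads per rat. The medians were 1.4 M reads in ZFR, 23.1 M in ZLR, 1.04 M with BT2 and 2.68 M with vehicle. The ZLR libraries held 56.4, 46.1, 0.188 and 0.189 M, so none lay near their median, and ZFR replicate 1 held 58.5 M. In the shallowest library, ZLR replicate 3, 1 read was worth 10.5 normalized counts. The same tests were applied to 8633 genes in ZFR and ZLR and to 8405 genes in the BT2 experiment, with an adjusted p-value under 0.05 as the limit. With 4 rats against 4, the smallest exact permutation p is 0.0286. Between ZFR and ZLR, 1429 genes had an unadjusted p-value under 0.05, where chance gives 432, and 367 had an adjusted one under 0.05 (155 higher and 212 lower in ZFR). Groups did not overlap for 14.5% of the genes, against 2.86% by chance. The largest rises with a mean above 50 were in LOC681458 (165 normalized counts in ZFR and 0.0312 in ZLR), LOC102549542 (135 and 1.93) and Pnpla5 (195 and 4.92), and the largest falls in LOC100912026 (18.6 and 526), Acnat2 (19.6 and 1050) and LOC100910526 (2.73 and 118), each with an adjusted p under 0.05 in all 8 fits that left out 1 rat. After BT2, 332 genes had an unadjusted p-value under 0.05, where chance gives 420, and 0 an adjusted one under 0.05, and groups did not overlap for 2.96% of the genes.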

A recent study described that ZFRs, which develop obesity and NAFLD, have reduced hepatic TG levels upon 1 week treatment with the BT2 compound (inhibitor of branched chain α-keto acid dehydrogenase kinase) (White et al., 2018). We observed elevated miR-29 levels in the liver of ZFRs compared to control ZLRs and a rescue of miR-29 levels in the liver of ZFRs upon BT2 treatment (Supplementary Figures S4A,B), indicating that the reduction of hepatic miR-29 levels is associated with the TG-lowering phenotype of BT2 treatment. We also showed that the same lipogenic genes that are downregulated by LNA29 treatment in a Sirt1-dependent manner (Figure 3G) are significantly upregulated in ZFRs compared to ZLRs and significantly downregulated in ZFRs after BT2 treatment (Figure 4A). Among these lipogenic genes are *Acly*, *Fasn*, *Thrsp*, and *Pklr*, for which protein levels were also significantly reduced as determined by unbiased proteomics analysis (Supplementary Figure S4C). It is worth noting that we found the FAO genes, which are altered by LNA29 only when Sirt1 is absent in the liver (Figure 3H), are not changed much in ZFRs compared to ZLRs or in response to BT2 treatment, with the singular exception of *Fabp1* (Figure 4B). 

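All 5 lipogenic genes that could be tested were higher in ZFR than in ZLR, with groups that did not overlap (exact permutation p = 0.0286 for each). Fasn rose from 913 ± 144 (SD, n = 4) in ZLR to 5786 ± 1027 (SD, n = 4) normalized counts in ZFR, a log2 fold change of 2.66 (SE 0.146, adjusted p = 1.45e-05). Acly went from 945 ± 155 (SD, n = 4) to 3786 ± 385 (SD, n = 4), a log2 fold change of 2.01 (adjusted p = 3.23e-05). Thrsp rose by 1.77 on the log2 scale (adjusted p = 0.00119), Acss2 by 1.53 (adjusted p = 0.000721) and Pklr by 1.14 (adjusted p = 0.00692). Every one of these calls held in the 8 fits without 1 rat, and they were lost with a clock gene index in the model, an alternative added after the data were seen, where the adjusted p of Fasn was 0.066 and those of the others ran from 0.558 to 0.996. The index did not overlap between ZFR and ZLR, so these fits of single genes cannot separate its effect from that of the genotype. In the BT2 experiment, Fasn went from 6719 ± 1080 (SD, n = 4) with vehicle to 3669 ± 581 (SD, n = 4) with BT2, a log2 fold change of -0.87 (SE 0.149, adjusted p = 0.51). The log2 fold changes of Acss2, Pklr, Thrsp and Acly with BT2 were -0.77, -0.71, -0.60 and -0.56, each with an adjusted p of 0.898. Groups did not overlap for Fasn, Acly, Pklr and Thrsp (exact permutation p = 0.0286), and they overlapped for Acss2 (exact permutation p = 0.0571). Adjusted over the list alone, 5 of 5 genes had an adjusted p-value under 0.05 with BT2, against 0 of 5 over all genes tested, where the lowest adjusted p of Fasn under any alternative was 0.116. The list was chosen on the mouse libraries, not on those of the rats. Its median log2 fold change was 1.77 in ZFR against ZLR (adjusted p = 3.3e-11 by camera and 2.19e-05 by fry) and -0.71 with BT2 (adjusted p = 2.28e-10 and 0.0166). Elovl6 was below the minimum mean count, with 0.209 normalized counts in ZFR and 0 in ZLR, and was not tested.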

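Fabp1 fell from 5354 ± 722 (SD, n = 4) normalized counts in ZLR to 3756 ± 498 (SD, n = 4) in ZFR, a log2 fold change of -0.51 (SE 0.128, adjusted p = 0.0579, exact permutation p = 0.0286). With a pseudocount of 10 its adjusted p was 0.0438 and with sample quality weights 0.00505, over a range of 0.00505 to 0.996 among its alternatives. Cpt1a and Acadl had log2 fold changes of 0.10 (adjusted p = 0.774) and 0.33 (adjusted p = 0.207) in ZFR against ZLR. The change of Cpt1a reversed to -0.03 without ZFR replicate 4. With BT2, Fabp1 went from 4461 ± 911 (SD, n = 4) to 6003 ± 1536 (SD, n = 4), a log2 fold change of 0.42 (adjusted p = 0.898). Cpt1a and Acadl changed by 0.02 (adjusted p = 0.994) and -0.0023 (adjusted p = 0.998) with BT2. The direction of the last was 0.06 without vehicle replicate 4, and that of Cpt1a was -0.24 without BT2 replicate 2. Adjusted over the list alone, 2 of the 4 genes had an adjusted p-value under 0.05 in ZFR against ZLR (Fabp1 at 0.0106 and Acadl at 0.0485), and 0 with BT2. Over all genes tested, no FAO gene had an adjusted p-value under 0.05 in either comparison, although Acadl (0.0493) did in ZFR against ZLR with precision weights from the estimated reads, an alternative added after the data were seen. The list as a whole had medians of 0.19 (adjusted p = 0.695 by camera) and 0.08 (adjusted p = 0.241). Fabp2 had 10.5 normalized counts in ZFR and 7.38 in ZLR, a mean below the minimum, and was not tested.

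**Figure D4:**
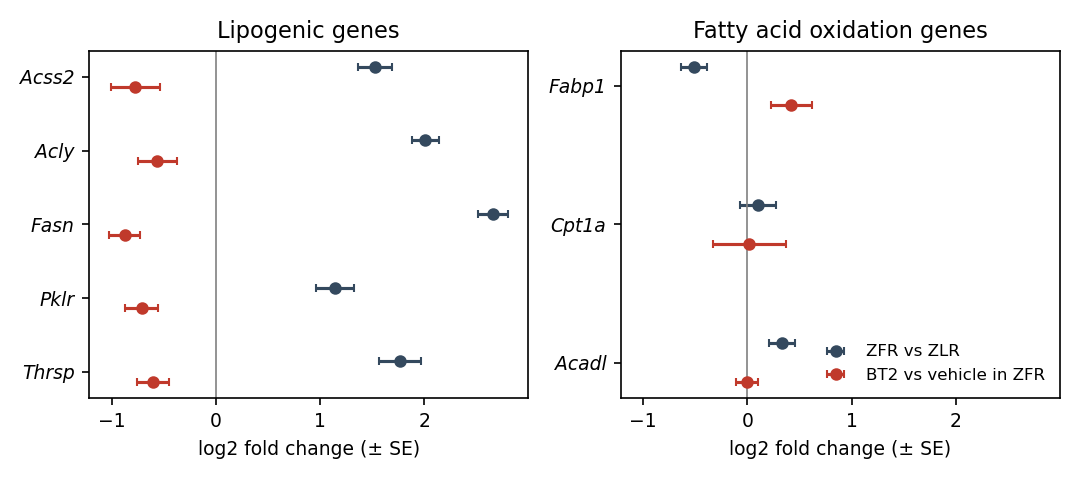
Log2 fold change (horizontal axis) of lipogenic and FAO genes, with its SE, in ZFR against ZLR and in ZFR with BT2 against vehicle (n = 4 rats per group). The lipogenic genes lie between 1.14 and 2.66 in ZFR against ZLR and between -0.87 and -0.56 with BT2.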

Taken together, these findings suggest that the effects of BT2, a compound shown to ameliorate fatty liver (White et al., 2018), on lipogenic and FAO genes in the ZF rat liver are consistent with the effects of LNA29 on the same pathways in the chow-fed mouse liver. This provides further support to the notion that the TG-improving effect of LNA29 is mediated by the suppression of lipogenic genes.

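Wider lists give the same measurements for the pathways as a whole. The 13 testable genes of the wider fatty acid synthesis list had a median log2 fold change of 0.37 in ZFR against ZLR (adjusted p = 0.00056 by camera and 0.00397 by fry), and the list had a median of -0.26 with BT2 (adjusted p = 0.032 and 0.487). Without BT2 replicate 1 the latter median was -0.09, and without vehicle replicate 3 its camera adjusted p was 0.455. Cholesterol synthesis genes had medians of 0.26 (adjusted p = 0.0219 and 0.239) and -0.32 (adjusted p = 1.37e-06 and 0.388). The former was 0.18 without ZLR replicate 1, where camera no longer called it (adjusted p = 0.409), and the latter -0.15 without BT2 replicate 1. The wider FAO list had medians of 0.19 (adjusted p = 0.0759, or 0.0237 without ZFR replicate 1) and 0.11 (adjusted p = 0.0204 and 0.353). The last median was 0.27 without vehicle replicate 1 and its camera adjusted p was 0.136 without vehicle replicate 3. Under fry, the call of the wider synthesis list in ZFR against ZLR holds, and the 3 camera calls with BT2 do not. With BT2 the paper reports lipogenic genes that fall and FAO genes that, apart from Fabp1, change little, as with LNA29 in WT/Floxed mice. From this it proposes that both treatments act alike on these pathways. It takes this as further ground for the notion that LNA29 improves TG through the suppression of lipogenic genes.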

**FIGURE 4:**
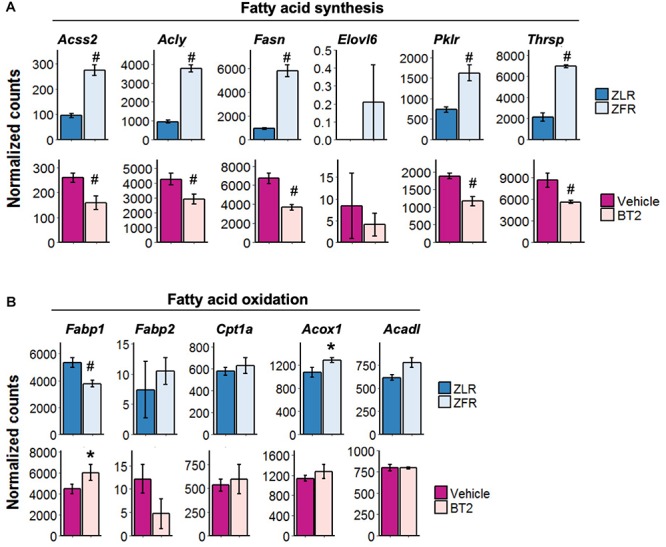
The effect of LNA29 on lipogenesis genes are shared with that of BT2 compound known to reduce liver fat partly through the suppression of miR-29. **(A)** Expressions of lipogenesis genes which are downregulated in LNA29-treated WT/Floxed mice in ZFR compared to ZLR (upper panel) and in ZFR upon BT2 treatment (lower panel). **(B)** Expressions of FAO genes which are downregulated in LNA29-treated L-*Sirt1* KO mice are in ZFR compared to ZLR (upper panel) and in ZFR upon BT2 treatment (lower panel). FAO, fatty acid oxidation, ZFR, Zucker Fatty rat, ZLR, Zucker Lean rat. ^∗^*P* < 0.05 and ^#^*P* < 0.001 by two tailed Students’ *t* test after Bonferroni correction (ZFR, *n* = 4; ZLR, *n* = 4; Vehicle, *n* = 4; BT2, *n* = 4).

### LNA29 Treatment Leads to a Global Reduction of TG Species in the Liver Through a Hepatic Sirt1-Dependent Manner

Our results suggest that the LNA29-induced changes in genes involved in lipogenesis and FAO depends on the presence of hepatic Sirt1 (Figure 3). Specifically, LNA29-treated WT/Floxed mice exhibit downregulation of genes involved in lipogenesis, whereas LNA29-treatment in L-*Sirt1* KO mice leads to little-to-no changes in lipogenic genes and downregulation of FAO genes (Figure 3). 

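The tests behind this contrast compare each genotype with its own saline group, and the lists above were tested for a difference between genotypes as an interaction. Among the single lipogenic genes, sample quality weights gave an interaction with an adjusted p-value under 0.2 for Acly (0.141), Acss2 (0.147) and Thrsp (0.189), while over their alternatives the adjusted p-values otherwise stayed above 0.2. Adjusted over the list alone, the interaction p-values of the 6 genes ran from 0.238 to 0.821. From lipogenic genes that fall in WT/Floxed mice but change little in L-Sirt1 KO mice, and FAO genes that fall only in the latter, the paper proposes that these LNA29-induced changes depend on the presence of hepatic Sirt1. Sirt1 itself had similar counts in the libraries of both genotype labels, as its values per mouse show. Such counts would include a transcript that lacks an exon, and the paper's RT-qPCR showed less Sirt1 in L-Sirt1 KO mice.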

To validate whether the differences we observed at the transcriptomic level between WT/Floxed and L-*Sirt1* KO mice leads to differences in hepatic TG content, we performed lipidomic analysis to profile TG species in the liver of WT/Floxed and L-*Sirt1* KO mice with either saline or LNA29 treatment. We showed that LNA29 treatment leads to a global reduction of TG species in the liver of WT/Floxed mice (Figure 5A, Supplementary Figure S5, and Supplementary Table S1). In contrast, this LNA29-mediated hepatic TG lowering effect is lost in the liver of L-*Sirt1* KO mice (Figure 5B, Supplementary Figure S5, and Supplementary Table S2). Overall, the finding suggests the critical role of hepatic Sirt1 in contributing to the LNA29-mediated TG lowering effect in the liver as well as in the circulation (Figure 5C).

**FIGURE 5:**
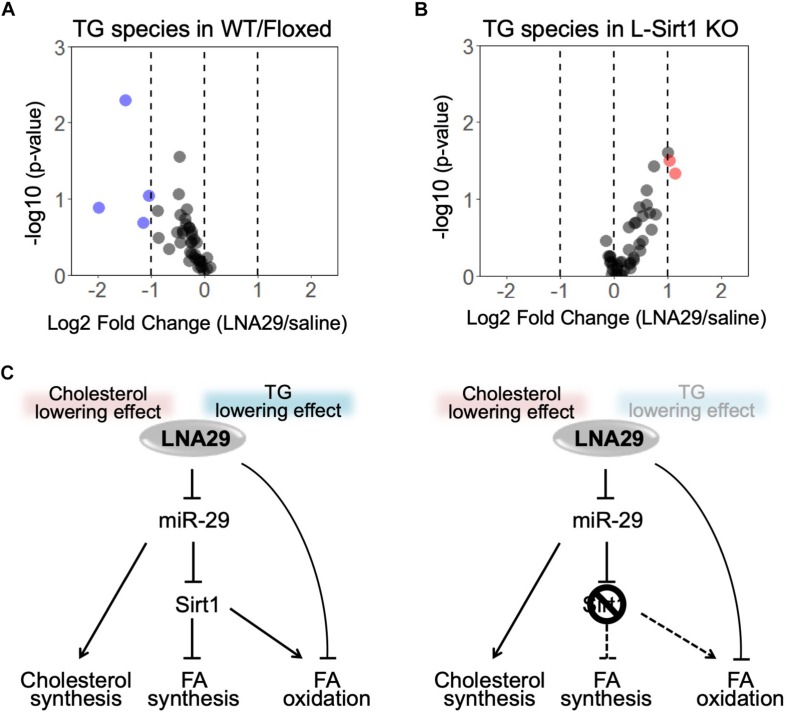
The absence of hepatic Sirt1 blunts LNA29-induced reduction of triglyceride (TG) in the liver. **(A)** Lipidomic analysis of changes in hepatic TG species in WT/Floxed mice with LNA29 compared to saline treatment (saline, *n* = 5; LNA29, *n* = 8). **(B)** Lipidomic analysis of changes in hepatic TG species in L-*Sirt1* KO mice with LNA29 compared to saline treatment (saline, *n* = 5; LNA29, *n* = 5). **(C)** Proposed model of LNA29-mediated effects on hepatic lipid metabolism. The LNA29-mediated cholesterol lowering effect is hepatic Sirt1 independent. The LNA29-mediated TG lowering effect through the suppression of lipogenesis network is hepatic Sirt1 independent. LNA29 leads to downregulation in genes of fatty acid oxidation (FAO) only when hepatic Sirt1 is absent.

## Discussion

Our previous studies demonstrated that LNA29 treatment improves lipid levels in circulation and highlighted hepatic Sirt1 as a candidate mediator of the effects of LNA29 (Kurtz et al., 2014, 2015). In the present study, we first performed radio-labeled assays to demonstrate that LNA29 treatment leads to suppression of DNL in mouse liver, which likely contributes to the reduction in circulating lipids observed in LNA29-treated mice. Secondly, we evaluated whether hepatic Sirt1 is critical for mediating the beneficial effects of LNA29 using liver-specific Sirt1-deficient (L-*Sirt1* KO) mice. We showed that the LNA29-mediated reduction of liver and circulating TG, but not cholesterol, is in part dependent on hepatic Sirt1. Furthermore, lipidomics analysis revealed a systematic lowering of TG in the liver by LNA29 only in WT but not in L-*Sirt1* KO mice, and comprehensive transcriptomic analysis identified the key fatty acid synthesis genes through which LNA29 may exert these effects.

By performing transcriptome analysis in L-*Sirt1* KO mouse model, we were able to identify Sirt1-independent candidate genes that may mediate some LNA29 effects. For example, *Enho*, *Igfbp2*, *Lpl*, and *Sparc* are upregulated by LNA29 irrespective of the presence of Sirt1 (Figure 3B) and are known to be involved in improving energy homeostasis and/or lipid metabolism (Bradshaw et al., 2003; Wheatcroft et al., 2007; Kumar et al., 2008; Nie et al., 2011; Ganesh Kumar et al., 2012; Chen et al., 2017). Indeed, *Enho*, *Lpl*, and *Sparc* have been shown to be directly targeted by miR-29 (Yang et al., 2016; Song et al., 2018; Hung et al., 2019) and therefore the suppression of miR-29 would be expected to increase the expression and activity of these genes. *Igfbp2*, on the other hand, does not have predicted target sites for miR-29 and its upregulation by LNA29 is possibly through an indirect mechanism. These genes may contribute to some of the LNA29-induced beneficial effects through Sirt1-independent mechanisms. Recently, we reported that LNA29 treatment in WT mice exerts beneficial effects on insulin sensitivity in part through upregulation of hepatic *Enho* (Hung et al., 2019). Enho is also reported to improve cholesterol homeostasis (Ghoshal et al., 2018). In the present study we observed that upon LNA29 treatment L-*Sirt1* KO mice exhibit elevated hepatic *Enho* and reduced circulating cholesterol. Whether Enho plays a critical role in contributing to the effects of LNA29 on cholesterol reduction through a Sirt1-independent manner merits detailed future investigation. In addition, Igfbp2 is known to be involved in the control of circulating cholesterol (Narayanan et al., 2014). Interrogating how this gene may contribute to the reduction of circulating cholesterol in LNA29-treated L-*Sirt1* KO mice will also provide additional insights of Sirt1-independent LNA29 effects.

Transcriptome analysis in the L-*Sirt1* KO mouse model also reveals Sirt1-dependent candidate genes that mediate some of the effects of LNA29, especially as it pertains to TG levels. The data shows that FAO genes respond differently to LNA29 depending on the presence of hepatic Sirt1. Specifically, after LNA29 treatment, we observed little-to-no changes in FAO genes in WT/Floxed control mice but dramatic reduction of FAO genes in L-*Sirt1* KO mice. 

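A wider list of 15 FAO genes had a median log2 fold change of 0.14 with LNA29 in WT/Floxed mice (adjusted p = 0.0984 by camera, or 0.0218 without saline replicate 4) and of -0.43 in mice labelled L-Sirt1 KO (adjusted p = 1.55e-09 by camera and 0.0771 by fry). Without L-Sirt1 KO saline replicate 4 the latter median was -0.29, and without WT/Floxed LNA29 replicate 2 the former was 0.06. Its member with the largest change in the latter was Vnn1, which fell from 3227 ± 2265 (SD, n = 4) to 951 ± 325 (SD, n = 4) normalized counts (log2 fold change -1.55, adjusted p = 0.247). The median difference between the genotypes over this list was -0.53 (adjusted p = 1.57e-10 by camera and 0.119 by fry, permutation p = 0.0445). For Acadl the interaction was -0.37 (adjusted p = 0.355, or 0.0175 adjusted over the list alone of the 5 genes the paper names), and for Cpt1a and Fabp2 the adjusted p-values were 0.584 and 0.718.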

One hypothesis is that in WT mice hepatic Sirt1 exerts opposing regulatory effects on FAO genes through direct and indirect means, thereby resulting in minimal net changes, and that this balance is disturbed in L-*Sirt1* KO mice (Figure 5C). Furthermore, *Fgf21* and *Acot1* are significantly upregulated in WT/Floxed mice but significantly downregulated in L-*Sirt1* KO mice in response to LNA29 treatment (Figure 3I). 

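Fgf21, on chromosome 7 of GRCm38 from 45613886 to 45615490, had 87.5 ± 73.5 (SD, n = 5) normalized counts with saline and 307 ± 238 (SD, n = 8) with LNA29 in WT/Floxed mice, a log2 fold change of 1.90 (SE 0.62, adjusted p = 0.171). It passed the criteria in 4 of the 13 fits that left out 1 of these mice, and its adjusted p was 0.338 without saline replicate 2. Among mice labelled L-Sirt1 KO it had 447 ± 425 (SD, n = 4) with saline and 58.7 ± 27 (SD, n = 4) with LNA29, a log2 fold change of -2.51 (SE 0.737) that passed without saline replicate 3 (adjusted p = 0.102) and not with all 8 mice (0.247). The difference between the 2 responses was -4.41 on the log2 scale (adjusted p = 0.231, permutation p = 0.000955). It passed in 8 of 29 alternatives (adjusted p from 0.0417 to 0.814), 5 of them among the 21 fits without 1 mouse. Examples are the fit without L-Sirt1 KO saline replicate 3 (0.0843) and that with the WT or floxed background as a covariate (-4.45, adjusted p = 0.175). Acot1, on chromosome 12 from 84009490 to 84018371, has near-identical relatives on that chromosome. Its counts were 3648 ± 719 (SD, n = 5) with saline and 6276 ± 3861 (SD, n = 8) with LNA29 in WT/Floxed mice, a log2 fold change of 0.62 (adjusted p = 0.404). The counts of mice labelled L-Sirt1 KO were 7787 ± 5887 (SD, n = 4) and 2492 ± 419 (SD, n = 4), a log2 fold change of -1.25 (adjusted p = 0.424). Neither change of Acot1 passed the criteria, and its interaction was -1.87 (adjusted p = 0.355, permutation p = 0.0169), or -2.34 without L-Sirt1 KO saline replicate 3 (adjusted p = 0.127). Neither gene has a 7-base miR-29 seed site in its 3′ UTR.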

Fgf21 has recently emerged as a potential therapeutic target for treating obesity and type 2 diabetes (Coskun et al., 2008; Jimenez et al., 2018). Acot1 has been reported to regulate PPARα-mediated FAO (Dongol et al., 2007). Thus, the downregulation of *Fgf21* and *Acot1* in the absence of hepatic Sirt1 may also diminish the TG lowering effect of LNA29. It is important to note, however, that FAO usually occurs in the fasted state. In this study, we focused on the fed state because our primary focus was lipogenesis. Future work in the fasted state is necessary to dissect the effects of LNA29 on FAO.

It is tempting to consider the potential therapeutic value of LNA29 in the context of fatty liver disease or hyperlipidemia; however, despite the encouraging findings in this study, we issue at least four points of caution and suggestions for next steps. First, it is imperative that more testing of the efficacy of LNA29 in suppressing DNL is performed in animal models of disease. Second, while the delivery method of LNA29 (subcutaneous injection) in this study is very effective for suppressing miR-29 levels in the liver, it is possible that some of the LNA can be taken up by other tissue types as well, albeit likely with reduced efficacy (Kurtz et al., 2015). Thus, it is critical to develop and test tissue-specific LNA delivery mechanisms, and also to expand the examination of miR-29’s biological and molecular functions beyond the liver. Third, miR-29 is known to regulate genes encoding ECM proteins and LNA-mediated suppression of miR-29, especially in hepatic stellate cells, might contribute to the development of hepatic fibrosis (Wang et al., 2015). Careful evaluation of the effects of LNA29 on fibrotic phenotypes is required. Finally, all of the *in vivo* studies conducted thus far have involved single dose, one-week acute response experiments. While single doses of LNA29 appear to be non-toxic (Kurtz et al., 2015), it is unknown what the systemic responses would be to long-term dosing, and this needs to be tested in the future.

Overall, this study demonstrates the beneficial effects of LNA29 on DNL and circulating lipid levels. In addition, this study provides mechanistic insight, using liver-specific *Sirt1*-deficient mice, that decouples the effect of LNA29 on circulating TG from that of circulating cholesterol.

## Data Availability Statement

The datasets generated for this study can be found in the GEO accession GSE129539.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) of National Health Institutes, NYU  Winthrop Hospital and Duke University.

## Author Contributions

Y-HH contributed to the study design, experiments execution, data collection, and bioinformatic analyses. CK, RC, RB, and LZ carried out the experiments and involved in the data collection. MK performed the bioinformatic analyses. PW, KV, MH, and XL provided resources and animals for critical experiments. PS initiated the project, led the experimental designs, and supervised the study. Y-HH and PS wrote the manuscript. All authors made important intellectual contributions to the experiments and discussion.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: MiR-29 Regulates de novo Lipogenesis in the Liver and Circulating Triglyceride Levels in a Sirt1-Dependent Manner
**Source:** Front Physiol. 2019 Oct 29;10:1367. doi: 10.3389/fphys.2019.01367
**Supplement:** Supplementary file 1

**Supplemental Data**

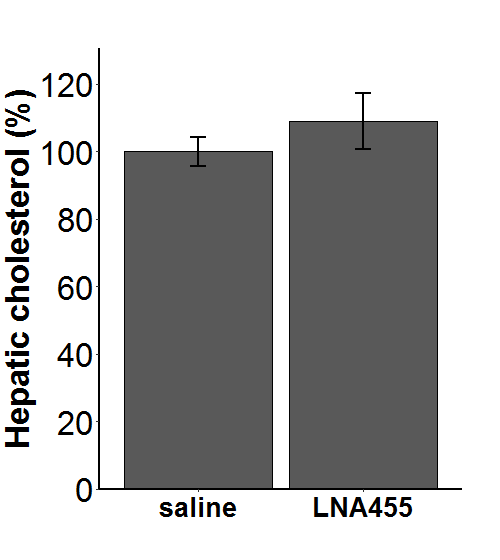

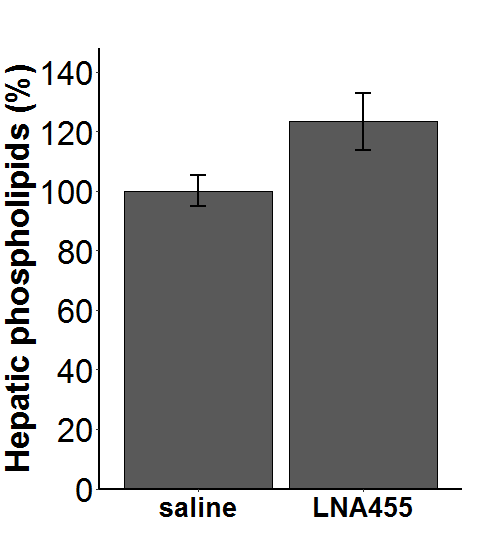

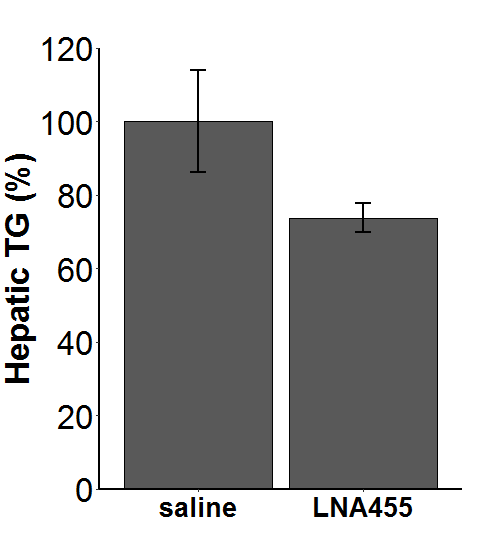

**A**

**B**

P = 0.23

**C**

**Supplemental Figure 1.** Treatment of LNA455 does not alter hepatic lipid levels as well as circulating lipids in chow-fed WT mice. **(A)** Hepatic cholesterol levels of mice treated by either saline or LNA455. **(B)** Hepatic triglyceride levels of mice treated by either saline or LNA455. **(C)** Hepatic phospholipid levels of mice treated by either saline or LNA455. n = 3-6/treatment group.

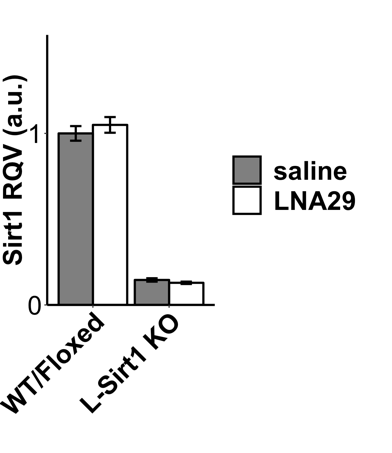

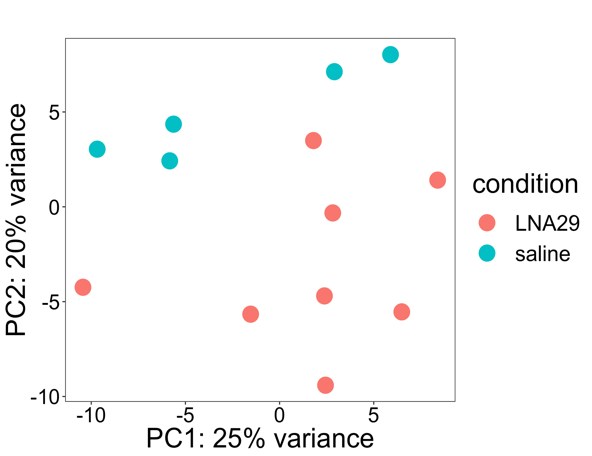

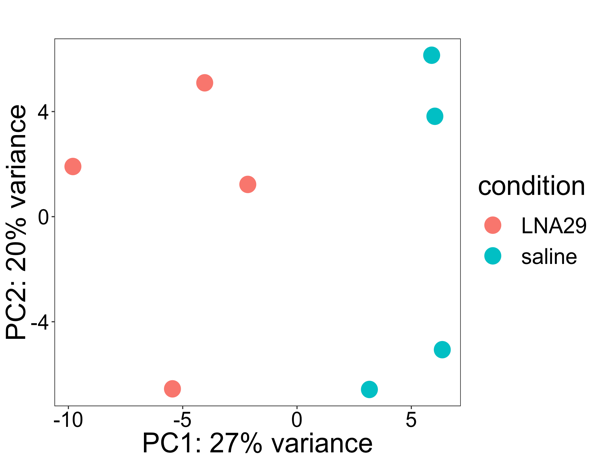

**D**

**G**

**F**

**H**

L-*Sirt1* KO

**I**

**J**

**K**

WT/Floxed

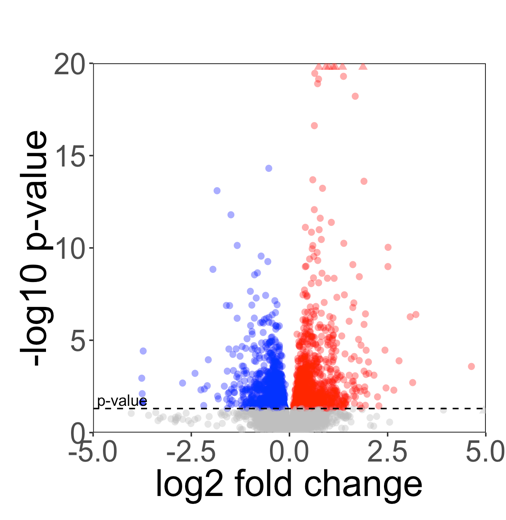

WT/Floxed

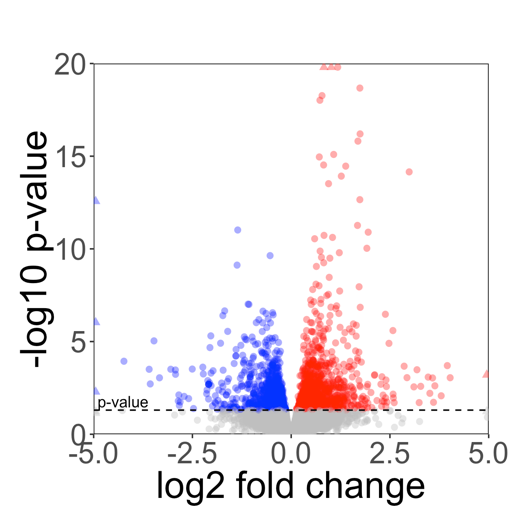

L-*Sirt1* KO

1143 1254

889 1098

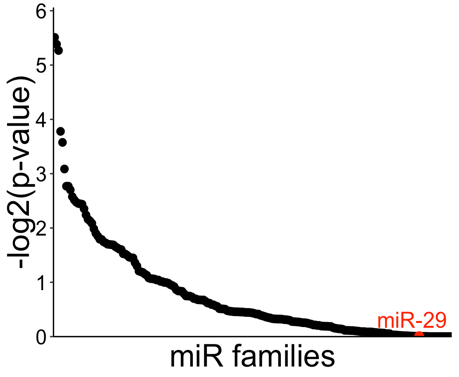

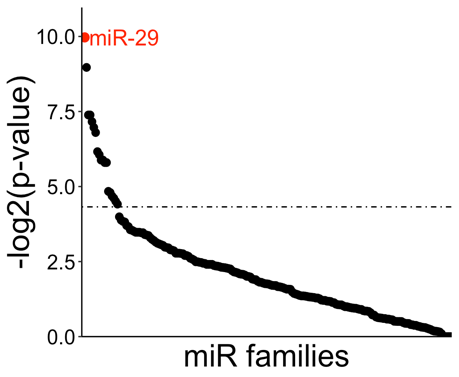

WT/Floxed – upregulated genes

WT/Floxed – downregulated genes

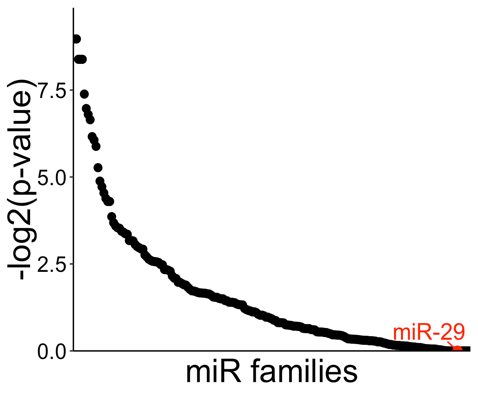

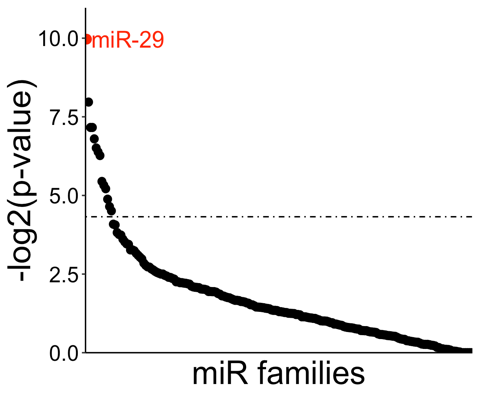

L-*Sirt1* KO –

upregulated genes

L-*Sirt1* KO –

downregulated genes

**E**

*

*

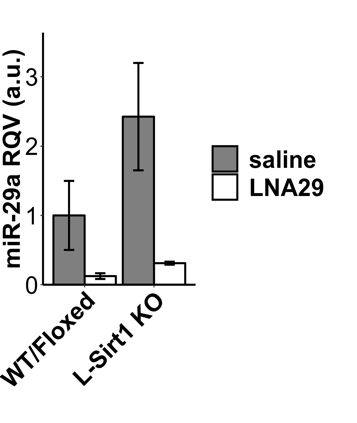

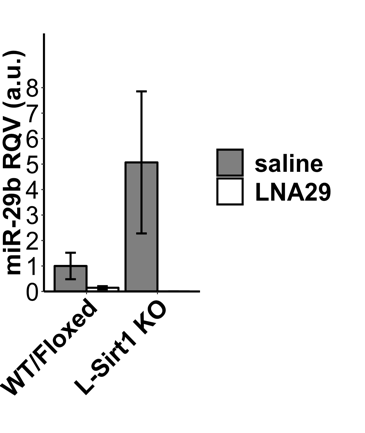

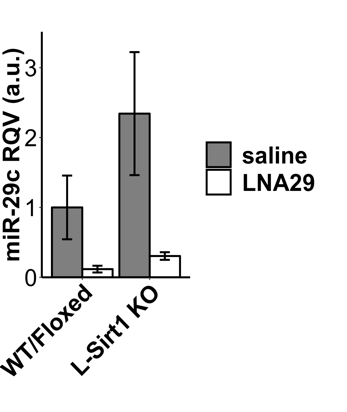

*

*

p = 0.07

p = 0.05

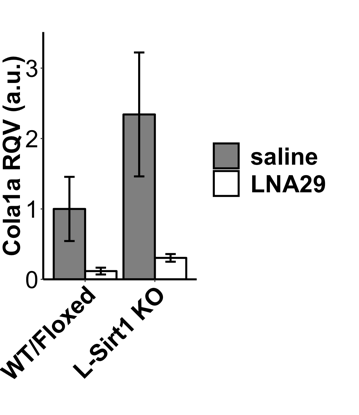

**A**

**B**

**C**

*

p = 0.05

**Supplemental Figure 2.** Transcriptomic profiles of liver from WT/Floxed and L-*Sirt1* KO mice in response to LNA29. **(A)** RT-qPCR of hepatic *Sirt1* in WT/Floxed and L-*Sirt1* KO mice. * P < 0.05 by two-tailed Student’s t-test. **(B)** RT-qPCR of hepatic miR-29 family of WT/Floxed and L-Sirt1 KO mice treated with either saline or LNA29. * P < 0.05 by two-tailed Student’s t-test compared to the saline group within the same genotype. **(C)** RT-qPCR of Co1a1, a validated miR-29 target gene, of WT/Floxed and L-Sirt1 KO mice treated with either saline or LNA29. * P < 0.05 by two-tailed Student’s t-test compared to the saline group within the same genotype. **(D)** PCA plot of RNA-seq profiles from the livers of WT/Floxed mice with saline or LNA29 treatment. **(E)** Volcano plot of differentially expressed genes in the livers of WT/Floxed mice with saline or LNA29 treatment (P < 0.05). **(F-G)** Enrichment analysis of miRNA target sites (using the Monte Carlo simulation tool miRhub) in genes up-regulated (F) and down-regulated (G) in the liver of WT/Floxed mice upon LNA29 treatment (dashed line represents P = 0.05). **(H)** PCA plot of RNA-seq profiles from the livers of L-*Sirt1* KO mice with saline or LNA29 treatment. **(I)** Volcano plot of differentially expressed genes in the livers of L-*Sirt1* KO mice with saline or LNA29 treatment (P < 0.05). **(J-K)** Enrichment analysis of miRNA target sites (using the Monte Carlo simulation tool miRhub) in genes up-regulated (J) and down-regulated (K) in the liver of L-*Sirt1* KO mice upon LNA29 treatment (dashed line represents P = 0.05). WT/Floxed-saline, n = 5; WT/Floxed-LNA29, n= 8; L-Sirt1 KO-saline, n= 4; L-Sirt1 KO-LNA29, n=4.

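Col1a1, on chromosome 11 of GRCm38 from 94936224 to 94953042, was measured by RT-qPCR in panel C and is also in the RNA-seq tables. There it rose from 510 ± 105 (SD, n = 5) to 988 ± 458 (SD, n = 8) normalized counts with LNA29 in WT/Floxed mice, a log2 fold change of 0.87 (adjusted p = 0.123) that passed in 10 of 13 fits without 1 mouse (adjusted p = 0.253 without saline replicate 2), and from 489 ± 121 (SD, n = 4) to 1579 ± 245 (SD, n = 4) in mice labelled L-Sirt1 KO, one of 1.71 (adjusted p = 0.00783). Its interaction was 0.84 (adjusted p = 0.499). Col3a1, on chromosome 1 from 45311538 to 45349706, rose by 1.19 (adjusted p = 0.0162) and 1.74 (adjusted p = 0.00783) on the log2 scale. Behind the PCA plots of panels D and H, the correlation of log2 counts across genes between mice of one treatment lay from 0.963 to 0.986 in WT/Floxed mice and from 0.974 to 0.984 in mice labelled L-Sirt1 KO. Genes are not independent replicates in such a correlation.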

**
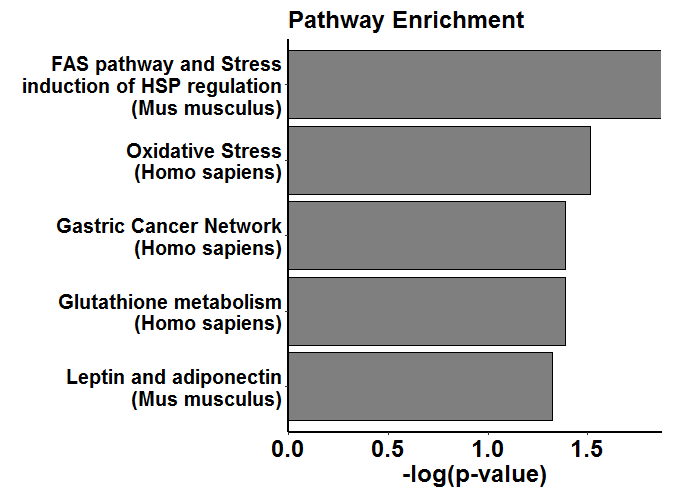

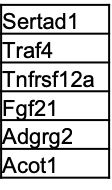

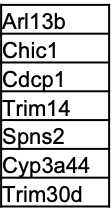
**

**Gene list (v)**

**D**

**Downregulated genes in WT/Floxed**

**Upregulated genes in KO**

**E**

**F**

**Upregulated genes in WT/Floxed**

**Downregulated genes in KO**

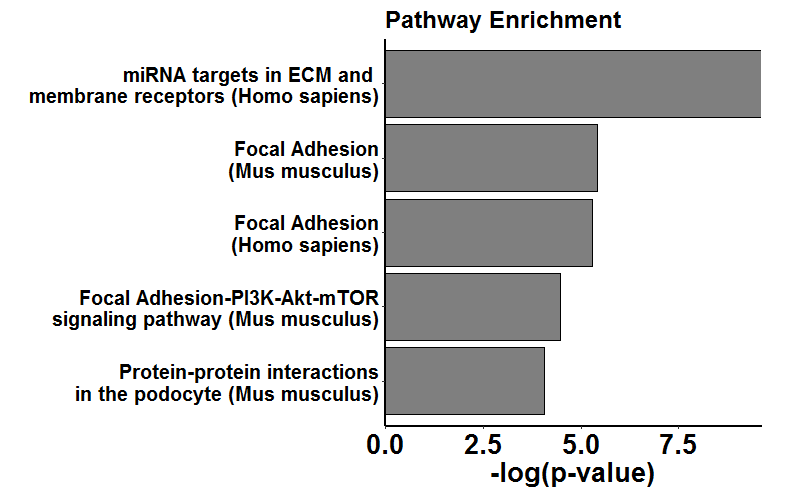

**Gene list (ii)**

**A**

**Gene list (i)**

**B**

**
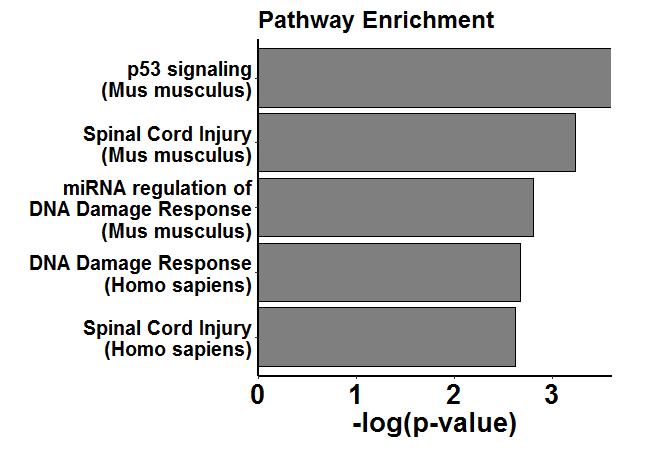
**

**Gene list (iii)**

**C**

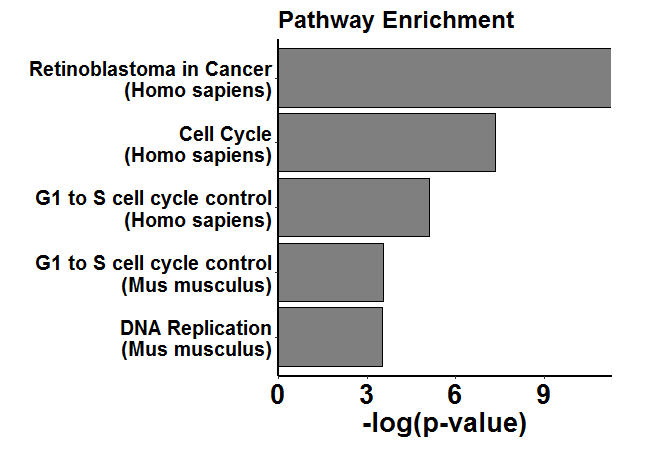

**Supplemental Figure 3.** Glucose metabolism phenotype and pathway analyses of genes shared or unique in WT/Floxed and L-*Sirt1* KO mice in response to LNA29. **(A)** Levels of plasma insulin (left panel) and circulating glucose (right panel) of Floxed mice treated with either saline or LNA29. * P < 0.05 by two-tailed Student’s t-test. **(B)** Pathway analysis of the upregulated genes unique to WT/Floxed mice in response to LNA29. **(C)** Pathway analysis of the upregulated genes unique to L-*Sirt1* KO mice in response to LNA29. **(D)** Pathway analysis of the downregulated genes shared between WT/Floxed and L-*Sirt1* KO mice in response to LNA29. **(E)** Genes that are downregulated in WT/Floxed and upregulated in L-*Sirt1* KO mice. **(F)** Genes that are upregulated in WT/Floxed and downregulated in L-*Sirt1* KO mice. Filtering criteria: P < 0.05 (Wald test), adjusted P < 0.2 (Wald test), base mean > 50, fold change > 1.2 (WT/Floxed-saline, n = 5; WT/Floxed-LNA29, n= 8; L-Sirt1 KO-saline, n= 4; L-Sirt1 KO-LNA29, n=4).

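Pathways beside those of lipid metabolism were measured with lists of 12 p53 target genes and 15 proliferation genes. The p53 targets had a median log2 fold change of 0.33 with LNA29 in WT/Floxed mice (adjusted p = 0.00105 by camera and 0.0557 by fry) and of 0.25 in mice labelled L-Sirt1 KO (adjusted p = 0.00328 and 0.15). Their member with the largest change in WT/Floxed mice was Cdkn1a, with a log2 fold change of 1.44 (adjusted p = 0.125) that passed in 7 of 13 fits without 1 mouse, with an adjusted p of 0.25 without saline replicate 2. The proliferation genes had a median of 0.30 in WT/Floxed mice (adjusted p = 0.01 and 0.415, with a median of 0.14 and a camera adjusted p of 0.0895 without LNA29 replicate 4) and of 0.68 in mice labelled L-Sirt1 KO, where 15 of 15 genes were higher (adjusted p = 2.11e-11 and 0.0161). Mcm5, the member with the largest change in the latter, rose from 137 ± 36.4 (SD, n = 4) to 317 ± 75.7 (SD, n = 4) normalized counts, a log2 fold change of 1.20 (adjusted p = 0.0645).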

**Supplemental Figure 4.** The effect of LNA29 on lipogenesis genes are shared with that of BT2 compound known to reduce liver fat partly through the suppression of miR-29. **(A)** RT-qPCR of hepatic miR-29 family of ZFR and ZLR. **(B)** RT-qPCR of hepatic miR-29 family of ZFR with either vehicle or BT2 treatment. For (A) and (B), * P < 0.05 and ** P < 0.01 by two tailed Students’ t test (ZFR, n = 4; ZLR, n = 4; Vehicle, n = 4; BT2, n =4). **(C)** Changes in protein levels of lipogenesis genes in ZFR upon BT2 treatment. Data is from the Supplemental Reference (1).

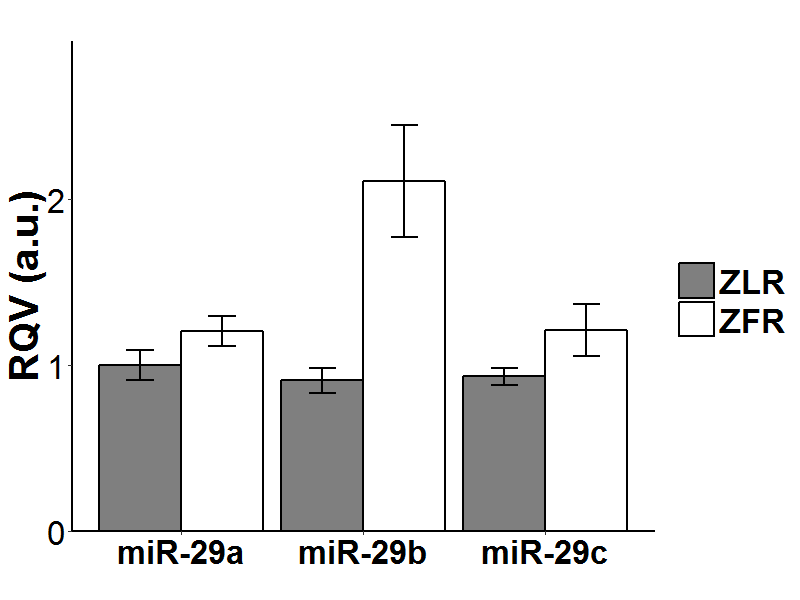

P =0.066

P =0.066

**

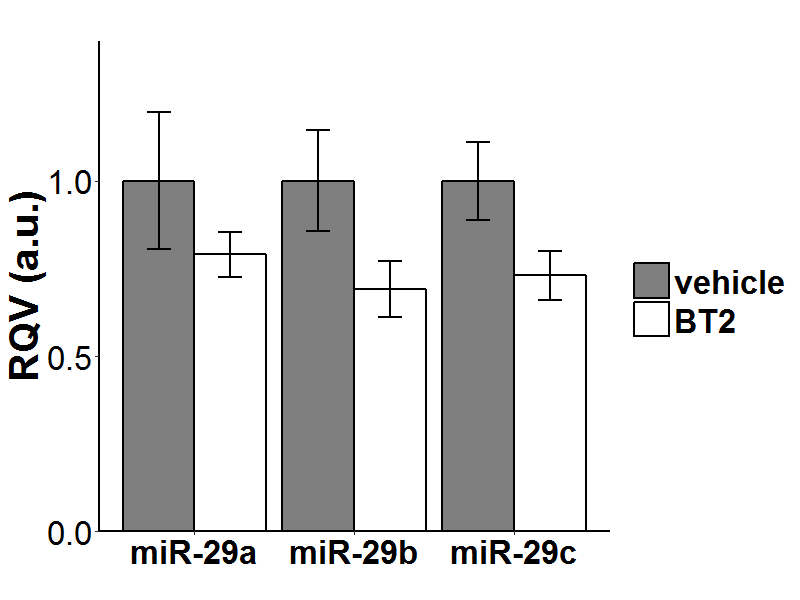

P =0.055

*****

**A**

**B**

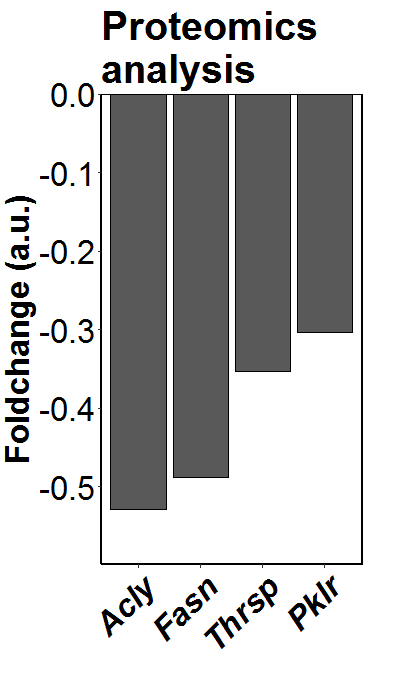

**C**

*

*

*

**P = 0.05**

**B**

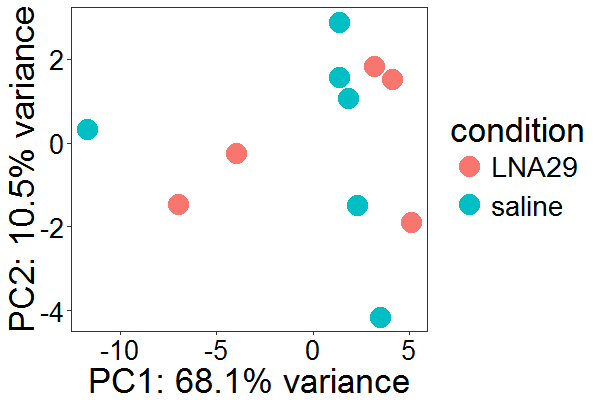

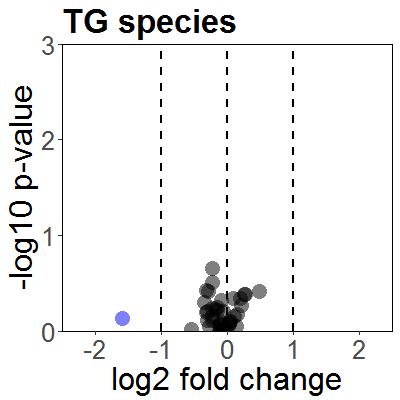

**E**

**F**

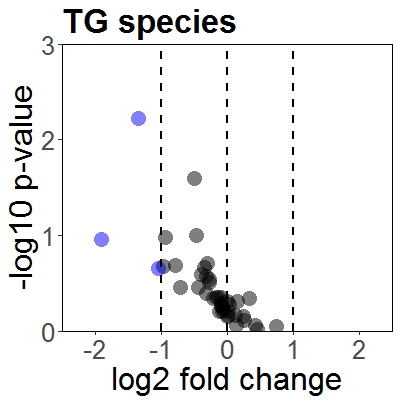

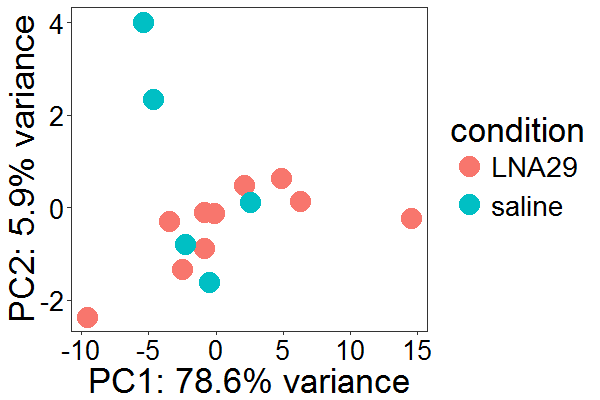

WT/Floxed

L-*Sirt1* KO

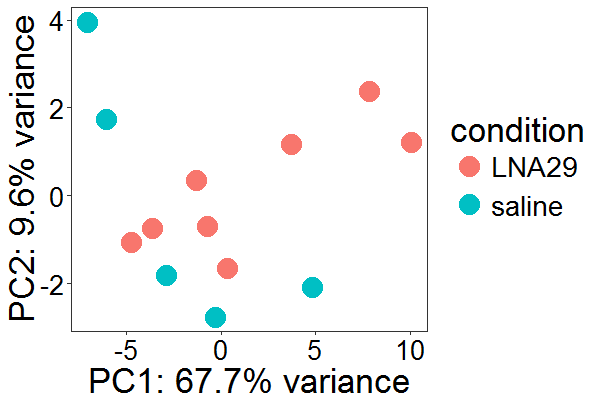

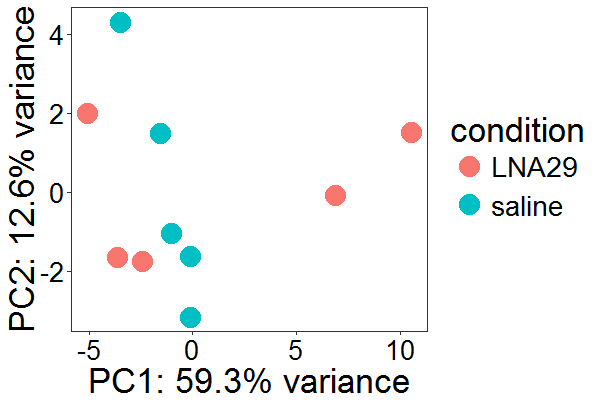

**D**

L-*Sirt1* KO

WT/Floxed

**A**

**C**

**Supplemental Figure 5.** Lipidomic analysis of triglyceride (TG) species in the liver upon LNA29 treatment. **(A)** PCA plot of hepatic TG species in WT/Floxed mice treated with either saline or LNA29 after removal of outlier (indicated in B). **(B)** PCA plot of hepatic TG species in WT/Floxed mice treated with either saline or LNA29 before removal of outliers (indicated by arrows). **(C)** Lipidomic analysis of changes in hepatic TG species in WT/Floxed mice with LNA29 compared to saline treatment before removal of outliers. **(D)** PCA plot of hepatic TG species in L-*Sirt1* KO mice treated with either saline or LNA29 after removal of outlier (indicated in E). **(E)** PCA plot of hepatic TG species in L-*Sirt1* KO mice treated with either saline or LNA29 before removal of outlier (indicated by an arrow). **(F)** Lipidomic analysis of changes in hepatic TG species in L-*Sirt1* KO mice with LNA29 compared to saline treatment before removal of outlier.

**Table 1.** Changes in hepatic TG species in WT/Floxed mice treated with LNA29 compared to saline.

| **TG species** | **Fold Change (FC)** | **log2(FC)** | **p.ajusted** | **p.value** |
| --- | --- | --- | --- | --- |
| TG180/160/160NH4 ISOMER | 1.0819 | 0.11361 | 0.74356 | 0.77588 |
| TG180/160/160NH4 | 1.0475 | 0.066903 | 0.70845 | 0.58379 |
| TG161/182/183NH4 ISOMER | 1.0325 | 0.046097 | 0.94188 | 0.8281 |
| TG161/182/183NH4 | 0.97768 | -0.032563 | 0.9506 | 0.89788 |
| TG161/181/182NH4 | 0.97003 | -0.043894 | 0.92711 | 0.78539 |
| TG161/181/181NH4 ISOMER_1 | 0.96077 | -0.05774 | 0.8808 | 0.65495 |
| TG181/182/182NH4 | 0.94756 | -0.077714 | 0.88422 | 0.77124 |
| TG183/182/183NH4 ISOM-1 | 0.93613 | -0.095213 | 0.88908 | 0.66547 |
| TG160/182/182NH4 | 0.92955 | -0.1054 | 0.88422 | 0.62803 |
| TG160/181/182NH4 ISOM | 0.92553 | -0.11164 | 0.86677 | 0.77445 |
| TG161/181/181NH4 | 0.91703 | -0.12496 | 0.8808 | 0.61458 |
| TG161/181/182NH4 ISOMER | 0.91455 | -0.12886 | 0.70845 | 0.36765 |
| TG200/181/181NH4 | 0.89467 | -0.16058 | 0.74356 | 0.53607 |
| TG181/181/181NH4 ISOM-2 | 0.89313 | -0.16305 | 0.70845 | 0.57852 |
| TG181/181/204NH4 | 0.87524 | -0.19225 | 0.70845 | 0.33816 |
| TG181/181/181NH4 ISOM-1 | 0.85278 | -0.22976 | 0.63512 | 0.29294 |
| TG191/181/181NH4 ISOM-1 | 0.85199 | -0.23109 | 0.66747 | 0.3586 |
| TG182/182/182NH4 ISOM-3 | 0.84285 | -0.24665 | 0.70845 | 0.26191 |
| TG182/182/182NH4 ISOM-2 | 0.83901 | -0.25324 | 0.74356 | 0.51798 |
| TG181/181/182NH4 ISOM-1 | 0.83247 | -0.26453 | 0.65139 | 0.37491 |
| TG191/181/181NH4 | 0.82848 | -0.27145 | 0.65139 | 0.48913 |
| TG181/181/211NH4 | 0.82359 | -0.28 | 0.63194 | 0.65116 |
| TG182/182/182NH4 ISOM-1 | 0.82321 | -0.28066 | 0.78626 | 0.23302 |
| TG181/181/225NH4 ISOM-1 | 0.82019 | -0.28597 | 0.63512 | 0.23621 |
| TG201/181/181NH4 | 0.80076 | -0.32055 | 0.55968 | 0.13493 |
| TG181/181/182NH4 | 0.78376 | -0.35152 | 0.63512 | 0.21334 |
| TG181/181/225NH4 | 0.7764 | -0.36512 | 0.63194 | 0.18141 |
| TG180/180/200NH4 ISOMER | 0.76263 | -0.39094 | 0.63194 | 0.25923 |
| TG182/182/182NH4 | 0.74416 | -0.42631 | 0.65139 | 0.2784 |
| TG181/181/211NH4 ISOM-1 | 0.72941 | -0.45519 | 0.55968 | 0.37303 |
| TG181/181/181NH4 | 0.72651 | -0.46095 | 0.36796 | 0.15917 |
| TG200/181/181NH4 ISOM-1 | 0.7226 | -0.46874 | 0.55968 | 0.027782 |
| TG183/182/183NH4 | 0.72152 | -0.47089 | 0.65139 | 0.086622 |
| TG201/181/181NH4 ISOM-1 | 0.71055 | -0.49299 | 0.55968 | 0.27111 |
| TG181/182/182NH4 ISOM-1 | 0.63375 | -0.65802 | 0.63194 | 0.44968 |
| TG161/181/181NH4 ISOMER_2 | 0.55566 | -0.84772 | 0.63194 | 0.32219 |
| TG160/181/182NH4 | 0.55416 | -0.85161 | 0.55968 | 0.14145 |
| TG180/180/200NH4 | 0.48559 | -1.0422 | 0.55968 | 0.090686 |
| TG181/181/182NH4 ISOM-2 | 0.45431 | -1.1382 | 0.55968 | 0.20374 |
| TG181/181/204NH4 ISOM-1 | 0.36644 | -1.4483 | 0.023308 | 0.0050803 |
| TG160/182/182NH4 ISOMER | 0.25469 | -1.9732 | 0.55968 | 0.12897 |

Note: TG161/182/183 represent a TG molecule with fatty acids C16:1 (position 1), C18:2 (position 2) and C18:3 (position 3).

**Table 2.** Changes in hepatic TG species in L-Sirt1 KO mice treated with LNA29 compared to saline.

| TG species | Fold Change (FC) | log2(FC) | p.ajusted | p.value |
| --- | --- | --- | --- | --- |
| TG161/182/183NH4 ISOMER | 2.206 | 1.1415 | 0.60208 | 0.046339 |
| TG183/182/183NH4 | 2.0509 | 1.0363 | 0.60208 | 0.031477 |
| TG183/182/183NH4 ISOM-1 | 1.989 | 0.99203 | 0.60208 | 0.02488 |
| TG161/182/183NH4 | 1.7113 | 0.77507 | 0.60208 | 0.15495 |
| TG182/182/182NH4 ISOM-3 | 1.673 | 0.74244 | 0.60208 | 0.037286 |
| TG160/181/182NH4 | 1.616 | 0.69241 | 0.77267 | 0.24792 |
| TG182/182/182NH4 ISOM-2 | 1.5811 | 0.66089 | 0.60208 | 0.15015 |
| TG160/182/182NH4 | 1.5287 | 0.61234 | 0.60208 | 0.11852 |
| TG181/181/204NH4 | 1.5142 | 0.59857 | 0.60208 | 0.075373 |
| TG182/182/182NH4 ISOM-1 | 1.4509 | 0.53692 | 0.71069 | 0.347 |
| TG161/181/182NH4 ISOMER | 1.4498 | 0.53581 | 0.60208 | 0.16239 |
| TG182/182/182NH4 | 1.3986 | 0.48396 | 0.77267 | 0.46305 |
| TG161/181/182NH4 | 1.38 | 0.46467 | 0.60208 | 0.12737 |
| TG161/181/181NH4 | 1.3789 | 0.46351 | 0.77267 | 0.37778 |
| TG181/181/225NH4 | 1.332 | 0.41358 | 0.60208 | 0.19995 |
| TG181/181/225NH4 ISOM-1 | 1.3033 | 0.38219 | 0.60208 | 0.20571 |
| TG200/181/181NH4 | 1.2841 | 0.36075 | 0.91512 | 0.57338 |
| TG160/181/182NH4 ISOM | 1.2824 | 0.3588 | 0.91512 | 0.60744 |
| TG160/182/182NH4 ISOMER | 1.2342 | 0.30363 | 0.91512 | 0.65246 |
| TG181/181/211NH4 ISOM-1 | 1.2315 | 0.30041 | 0.91512 | 0.7813 |
| TG161/181/181NH4 ISOMER_2 | 1.219 | 0.28575 | 0.91512 | 0.68452 |
| TG161/181/181NH4 ISOMER_1 | 1.2051 | 0.26915 | 0.66468 | 0.2299 |
| TG181/182/182NH4 | 1.2031 | 0.26673 | 0.89502 | 0.44801 |
| TG181/181/182NH4 ISOM-2 | 1.1388 | 0.18746 | 0.945 | 0.83307 |
| TG181/181/204NH4 ISOM-1 | 1.0956 | 0.13176 | 0.945 | 0.63874 |
| TG191/181/181NH4 | 1.0954 | 0.13146 | 0.945 | 0.95421 |
| TG201/181/181NH4 ISOM-1 | 1.0852 | 0.11795 | 0.945 | 0.98062 |
| TG181/181/182NH4 ISOM-1 | 1.0751 | 0.10445 | 0.945 | 0.66445 |
| TG180/180/200NH4 | 1.047 | 0.066321 | 0.945 | 0.79 |
| TG180/160/160NH4 ISOMER | 1.0385 | 0.054552 | 0.945 | 0.70753 |
| TG181/181/182NH4 | 1.0299 | 0.042534 | 0.945 | 0.94932 |
| TG181/182/182NH4 ISOM-1 | 1.0176 | 0.025183 | 0.945 | 0.91951 |
| TG181/181/211NH4 | 0.98181 | -0.026483 | 0.945 | 0.82786 |
| TG180/160/160NH4 | 0.98112 | -0.027501 | 0.945 | 0.71647 |
| TG180/180/200NH4 ISOMER | 0.97089 | -0.042616 | 0.945 | 0.94061 |
| TG181/181/181NH4 ISOM-2 | 0.96303 | -0.05435 | 0.945 | 0.64418 |
| TG191/181/181NH4 ISOM-1 | 0.95353 | -0.06865 | 0.945 | 0.66142 |
| TG201/181/181NH4 | 0.94964 | -0.07455 | 0.945 | 0.547 |
| TG181/181/181NH4 | 0.94815 | -0.076818 | 0.945 | 0.55464 |
| TG181/181/181NH4 ISOM-1 | 0.93007 | -0.10458 | 0.945 | 0.545 |
| TG200/181/181NH4 ISOM-1 | 0.89676 | -0.15721 | 0.91512 | 0.34911 |

Note: TG161/182/183 represent a TG molecule with fatty acids C16:1 (position 1), C18:2 (position 2) and C18:3 (position 3).

**Supplemental reference:**

1. White PJ, McGarrah RW, Grimsrud PA, Tso SC, Yang WH, Haldeman JM, et al. The BCKDH Kinase and Phosphatase Integrate BCAA and Lipid Metabolism via Regulation of ATP-Citrate Lyase. Cell Metab. 2018;27(6):1281-93 e7.

How the deposited data were processed for this re-analysis (not part of the article)

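RNA-seq values of 37 livers were analysed, 21 from mice and 16 from rats, and every column of the 4 deposited tables was matched to a sample (0 columns were left unmatched). The mouse groups were WT/Floxed with LNA29 (n = 8) or saline (n = 5) and mice labelled L-Sirt1 KO with LNA29 (n = 4) or saline (n = 4). The rat groups were ZFR, ZLR, ZFR with BT2 and ZFR with vehicle (n = 4 each).

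The deposited values are a signal made by the authors: gene counts estimated by Salmon after alignment with STAR, divided by DESeq2 normalization factors, with each table normalized on its own. Whole read counts could not be recovered from them, since 70.5% to 76.4% of the low values in a mouse library and 76% to 90.6% of those in a rat library were whole multiples of the value of 1 read. Count models such as those of DESeq2 and edgeR were therefore not run. Reads estimated from the same values did serve for the precision weights in rats, so this was a choice and not a bar to every such model. The depth of each library was estimated as the sum of its normalized counts divided by the most frequent value above 0, taken as the value of 1 read. It was 42.6 to 78 M reads in mice, a ratio of 1.83 between the deepest and the shallowest library, and 0.188 to 58.5 M reads in rats, a ratio of 310. The tests therefore see rat genes with a few normalized counts in the shallow libraries at a precision of 1 or 2 reads, because 1 read there was worth up to 10.5 normalized counts.

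The mouse tables held 48440 entries and the rat tables 32750. Entries without a gene name (381 and 201) held 0.0144% and 0.0134% of the mouse counts and 0.0461% and 0.0394% of the rat counts and were left out. Entries whose name occurred more than once (130 in mice and 4523 in rats) were left out too, and in rats they held 2.12% and 2.17% of the counts. In each table 26 names looked like dates, a trace of spreadsheet software, and were kept as they are.

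Tests were made in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with a trend) on log2(normalized count + 1), with data.table 1.17.8 for reading. Genes with a mean of at least 10 normalized counts over the libraries of a table were tested, and p-values were adjusted by the Benjamini-Hochberg method over these genes. Mouse lists used the paper's criteria, namely a p-value under 0.05, an adjusted p-value under 0.2, a mean above 50 and a fold change above 1.2. Rat calls used an adjusted p-value under 0.05. The difference between the responses of both genotypes was tested as an interaction term over the 15601 genes above the minimum in both mouse tables, with an adjusted p-value under 0.2 as the limit. Single genes were also compared by a two-sided exact permutation test over all splits of the libraries. For the interaction the splits were made within each genotype. They thus assume no effect of LNA29 in either genotype, so these p-values do not test for equal responses. Gene lists were tested with limma's camera (preset inter-gene correlation 0.01) and fry, with adjustment over the lists that had at least 3 tested genes and an adjusted p-value under 0.05 as the limit. Sites for the miR-29 seed (TGGTGCT, and TGGTGCTA for the 8-base site) were searched in the annotated 3′ UTRs of GRCm38 with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1. Of the 15811 genes tested in WT/Floxed mice, 15795 were found in that annotation by symbol, and 99.94% of the 3′ UTRs directly followed a stop codon. Figures were drawn with matplotlib 3.10.9.

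The main tests, the gene lists named by the paper, the wider lists and the alternatives were set before the data were examined, apart from 2 alternatives that are marked as added later. Lists of 6 lipogenic, 5 FAO, 4 shared higher, 3 shared lower and 13 oppositely changed genes come from the paper, which chose them on the mouse libraries. Wider lists hold 14 genes of fatty acid and triglyceride synthesis, 21 of cholesterol synthesis, 15 of FAO, 16 of extracellular matrix, 12 p53 targets, 15 of proliferation, 14 of the circadian clock, 7 of fasting, and markers of stellate cells (8), macrophages (8), red blood cells (6) and pancreatic acinar cells (5). Named in the text are every gene the paper names for RNA-seq, the member of each other list with the largest absolute log2 fold change, and in each comparison the 3 largest rises and 3 largest falls past the criteria whose groups do not overlap. In rats those criteria were an adjusted p-value under 0.05 and a mean above 50. 2 genes of these are not reported here one by one and stay in their lists. A gene named outside this rule is marked as chosen after its values were seen.

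The alternatives were a pseudocount of 10, no minimum mean count, TMM scaling (trims of 0.3 on log ratios and 0.05 on abundance, written out for normalized values), sample quality weights, the flow cell as a covariate, the replicate number as a block, the WT or floxed background as a covariate, an adjusted p-value under 0.05 in place of 0.2, and each library left out in turn. A clock index (the mean of 4 clock genes of one phase minus that of 3 genes of the opposite phase) as a covariate and, for rats, precision weights from the estimated reads were added after the data were seen. To test time of day and feeding state, the mean log2 count of a list was also fitted by least squares on the groups and the clock index or the mean of 7 fasting genes, with a 95% interval for the group difference. An explanation was argued against where camera still called the list, this interval lay beyond 0 and the index overlapped between the groups. That rule replaced, after the values were seen, one that asked for fry in place of the interval, under which feeding state for the FAO difference between genotypes and time of day for BT2 stay open. For each comparison, up to 100 other splits of the same libraries were fitted in the same way.

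Each step was tested on simulated data with the means, spreads and depths of the tables. With 200 genes changed by 1 on the log2 scale, 90.5% were recovered in tables like that of WT/Floxed mice, 89% for mice labelled L-Sirt1 KO, 53.5% for ZFR against ZLR and 42.5% for BT2 against vehicle. The interaction recovered 78.2% of 197 genes changed in 1 mouse table. Of the calls, 25.2%, 19.1%, 1.83%, 0% and 23.4% fell on unchanged genes. In 20 tables without any change, at most 2, 3, 1 and 2 genes were called. The simulated genes were drawn independently, so they lack the correlation between genes and do not give the rate of false calls in real libraries, for genes or lists. Other splits of the real libraries called at most 2808 genes in WT/Floxed mice and 120 in mice labelled L-Sirt1 KO. In rats the most were 1 for ZFR against ZLR and 0 with BT2, and for the interaction 3785. A list of 20 changed genes was found by camera and by fry in each kind of table, and an unchanged list was not (limma's camera, unadjusted values of 0.322, 0.334, 0.348 and 0.251). Among 200 random genes the odds ratio for seed sites was 0.985, and 7.73 after a site had been added to 100 of them.

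The mature miR-29 levels, the proteome, the lipidome and the blood measurements of the paper have no values in the deposited RNA-seq data and were left out. The paper itself prints changes of TG species and some blood values, which were not re-analysed. Enrichment with miRhub and with Enrichr's pathway libraries needs data that are not in the files and was replaced by the tests above. A rat genome was not used here, so rat genes carry no position.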

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

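The tests on other splits of the libraries and on pancreas genes, and the flow cell or background as a covariate, were set before their results were seen. All other tests of explanations in this part were chosen only after the result was seen.

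In 14 of 204 groups of measured values, 1 library lay far from the others of its group by Dixon's criterion, where chance gives about 10.2. For WT/Floxed mice, LNA29 replicate 2 was high for Fabp2 (4388, others 1766 to 3008), Acot1 (15030, others 2843 to 7488) and the mean log2 count of the 5 FAO genes (15.1, others 14.34 to 14.69), LNA29 replicate 1 for the clock index (-0.4634, others -2.589 to -1.733), saline replicate 4 for Sparc (4109, others 3518 to 3668) and saline replicate 5 for Chic1 (1259, others 728.2 to 790.7). Among mice labelled L-Sirt1 KO, LNA29 replicate 3 was high for Fasn (32660, others 25780 to 25920) and LNA29 replicate 1 for Lpl (4301, others 2009 to 2261), while low values were those of Fgf21 in LNA29 replicate 4 (18.63, others 66.54 to 76.36), Traf4 in saline replicate 1 (1622, others 2121 to 2222) and Arl13b in LNA29 replicate 1 (348.3, others 473.5 to 483.1). Chic1 was high in saline replicate 1 (532.4, others 326.7 to 361.5). With BT2, Thrsp was low in replicate 4 (4906, others 5760 to 5832) and the mean log2 count of the extracellular matrix genes was high in replicate 1 (4.534, others 3.79 to 3.833). No technical or biological explanation was tested for these values, and their number is near the one chance gives.

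The response to LNA29 differed between genotypes at an adjusted p-value under 0.2 for 7 of 15601 genes, and for 0 at one under 0.05 (1426 at an unadjusted p-value under 0.05, where chance gives 780). They were chosen after their values were seen: Cldn1 (difference in log2 fold change 0.78, limma's adjusted p = 0.0986, exact permutation p = 0.0975), Gm15638 (-1.31, 0.0986 and 0.00194), Cyp3a44 (2.59, 0.144 and 6.66e-05), Tap1 (0.76, 0.157 and 0.0004), Traf4 (-0.73, 0.168 and 0.000133), Fut1 (-3.98, 0.168 and 0.000211) and Mlh3 (0.55, 0.168 and 1.11e-05, the smallest the permutations can give). These permutations assume no effect of LNA29 in either genotype, so their p-values do not test for equal responses. Of 100 splits of the libraries within each genotype, out of 90090, 9 gave as many genes, the real one included, and the most was 3785, so a number of this size also arises from splits that do not follow the treatment. Without WT/Floxed saline replicate 3, or L-Sirt1 KO LNA29 replicate 2 or 4, 0 genes were left (1291, 1404 and 1177 at an unadjusted p-value under 0.05), and the other fits without 1 library gave up to 233 (without L-Sirt1 KO saline replicate 3). With the WT or floxed background as a covariate 110 genes passed. Over 29 alternatives, 22 kept Cyp3a44 past the limit and 16 Traf4 (adjusted p from 0.0228 and from 0.0277 to 0.814). The tables of both genotypes were normalized separately, and whether that or genotype lies behind a single gene was not tested.

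The difference between genotypes was also past the threshold of camera for 3 lists, none of which fry called. The 5 FAO genes of the paper had a median difference of -0.38 (camera adjusted p = 0.000743, fry 0.119, exact permutation p = 0.0764 for their mean), with all 5 below 0, and the 15 genes of the wider FAO list one of -0.53 (1.57e-10, 0.119 and 0.0445), with 15 of 15 below 0. Of the 15 proliferation genes all 15 were above 0 (median 0.36, camera 0.048, fry 0.786, exact permutation p = 0.364), and camera gave 0.359 without L-Sirt1 KO LNA29 replicate 4, while the median was 0.23 without WT/Floxed saline replicate 3. For the FAO genes, feeding state is a candidate explanation. With an index of fasting genes in the model the median difference of the 5 genes was -0.3611 (camera 0.00204, fry 0.0958) and that of their mean -0.44 (95% interval -0.78 to -0.11), while the index itself moved that mean (slope 0.181, 95% interval 0.0521 to 0.31). This argues against feeding state as the whole cause, and genotype stays open, for a difference that fry calls neither with nor without the index. For the proliferation genes no explanation was tested. Across the 21 fits without 1 library the FAO medians ran from -0.48 to -0.33 and from -0.77 to -0.42.

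Over all genes, of which the paper reports only those of lipogenesis and FAO in rats, 367 differed between ZFR and ZLR at an adjusted p-value under 0.05. Of the 35 splits of the 8 libraries, 1 gave as many genes, the real one, and the most in another was 1. The split that follows the flow cell gave 0 genes (198 at an unadjusted p-value under 0.05), and with the flow cell as a covariate 336 genes had an adjusted p-value under 0.05 (1493 unadjusted). The libraries also differ in depth, within both groups and between them. In simulated tables with these depths and without any changed gene, at most 1 gene was called, which argues against counting error as the cause of the calls. A bias of normalization with depth could not appear in that simulation and stays open. With precision weights from the estimated reads 2662 genes were called, 78.8% of them higher in ZFR, against 42.2% of 367 in the main analysis. The genotype of the rats stays open as the biological explanation, and time of day stays open too (next paragraph). Fits without 1 library gave 86 (without ZFR replicate 4) to 183 higher genes and 133 to 197 lower ones, and with the clock index as a covariate 0 were higher and 1 lower (127 and 145 at an unadjusted p-value under 0.05).

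The clock index differed between ZFR and ZLR by 5.1 (exact permutation p = 0.0286, the smallest they can give for 4 against 4) and between LNA29 and saline by -2.09 in mice labelled L-Sirt1 KO (p = 0.0286), against -0.63 in WT/Floxed mice (p = 0.305) and -2.38 with BT2 (p = 0.114). In L-Sirt1 KO saline replicate 3, 7 of 7 clock genes outside the index, chosen after their values were seen, lay beyond the range of the other 3 saline libraries, as collection at another time of day would give. Time of day is therefore a candidate explanation for that library. For ZFR against ZLR the index does not overlap between the groups (2.27 to 4.17 against -3.5 to -0.299), so for the higher lipogenic genes of ZFR time of day and genotype cannot be told apart: their median with the index in the model was 1.401, a value that a model with such an index cannot separate from the group difference. The index does not overlap between the groups of mice labelled L-Sirt1 KO either (-2.27 to -1.48 with LNA29 against -1.39 to 3.42 with saline). A difference of the clock genes by genotype itself was not tested.

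The 15 proliferation genes rose in mice labelled L-Sirt1 KO with a median log2 fold change of 0.68 (camera adjusted p = 2.11e-11, fry 0.0161), with 15 of 15 genes above 0, and from 0.53 to 0.84 in the fits without 1 library. Of the 35 splits of these 8 libraries, 1 gave as many genes past the paper's criteria, the real one. The 11 p53 targets tested in WT/Floxed mice had a median of 0.33 (camera 0.00105, fry 0.0557), with 8 of 11 above 0, and 0.25 to 0.37 in the fits without 1 library. Changes in the cell types of the samples were not tested for these 2 lists. The design gives LNA29 as a biological explanation for both, which stays open.

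The 12 extracellular matrix genes tested in rats were higher in ZFR than in ZLR, with a median log2 fold change of 1.14 (camera adjusted p = 1.53e-06, fry 0.000228) and 12 of 12 above 0, from 1.04 to 1.22 in the fits without 1 library. Of the stellate cell markers, 4 of 6 were higher as well (median 0.63, camera 0.0893, fry 0.049, and 1.00 with camera 0.00619 without ZLR replicate 4), so the argument made from these markers in mice is not made for rats. With an index of fasting genes in the model the median of the matrix genes was 1.17 (camera adjusted p = 6.73e-07, fry 0.00103), which argues against feeding state as the whole cause. The genotype of the rats stays open, and so does time of day, since the clock index does not overlap between these groups.

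Ctrb1, a gene of the pancreas, reached 274.9 normalized counts in WT/Floxed saline replicate 4. Of 10 other genes of pancreatic acinar cells, 8 had their 3 highest values in WT/Floxed saline replicates 4 and 3 and LNA29 replicate 4, where chance gives 0.35% for a gene, and 9 were highest in saline replicate 4. The exceptions were Cela1 and Clps, chosen after their values were seen. Pancreatic tissue in these 3 samples, all of WT mice, is a candidate source. Of the 5 genes of the list all 5 are measured in WT/Floxed mice over a mean of 10, at 71.9 and 135 for Cela2a with LNA29 and saline. Their median fell by 1.57 with LNA29 (camera adjusted p = 0.0984), and was -0.26 (0.816) without saline replicate 4 and past the limit without saline replicate 5 (0.015). Only 1 of the 5 reached that mean in mice labelled L-Sirt1 KO. No biological explanation was tested.

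Floxed mice differed from WT mice in the WT/Floxed group for 895 of 15811 genes at an adjusted p-value under 0.05 (4014 at an unadjusted one and 4062 at an adjusted one under 0.2), with 6 floxed and 7 WT mice. Of 100 splits of the 13 libraries, out of 1287, 4 gave as many genes past the paper's criteria as the 688 of LNA29 against saline, the real one included. The 3 others, with 2808, 1631 and 1296 genes, placed 6 floxed and 2 WT, 1 and 7, and 2 and 6 mice in the group of 8. The other 11 splits with these numbers held 6 or 2 floxed mice in the group of 8 and gave at most 1 gene (868 to 2021 at an unadjusted p-value under 0.05). The numbers of floxed and WT mice thus do not by themselves account for the splits with 2808 and 1296 genes, and what does was not tested. No other split drawn had 1 floxed and 7 WT mice, so for the 1631 genes this cannot be judged. With the background as a covariate, 552 genes were higher and 436 lower with LNA29. Lists that differed were extracellular matrix (median -0.41, camera adjusted p = 1.76e-05, fry 0.00903), fasting (-0.82, 0.000951 and 0.0894), acinar (-3.46, 0.000467 and 0.0516) and cholesterol synthesis (0.25, 0.000951 and 0.293). The paper's methods give a younger age for the C57BL/6J mice of its acute LNA29 study than for the floxed littermates of the knockout line. They do not state the age of the WT mice pooled here. Age and origin stay open beside the floxed allele as untested explanations, and the covariate does not separate them.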

How the results depend on the processing

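The clock index as a covariate and the precision weights for rats were chosen only after the data were seen, and all other alternatives were set at the start. Of 204 results, 68 kept their direction and their side of the threshold under every alternative run for them, out of 3983 values under alternatives. The fits with DESeq2 and with edgeR's quasi-likelihood test, planned as alternatives, were not run, since whole read counts cannot be recovered from the normalized values. What they would give is thus not known. The directions below for mice labelled L-Sirt1 KO refer to the label, since their Sirt1 counts did not differ from those of WT/Floxed mice.

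TMM scaling changed no count by more than 1.5 times and, among the single genes and lists followed here, no call and no direction. Over all genes, 672 of the 688 calls in WT/Floxed mice and 266 of the 367 in ZFR against ZLR were kept. It moved the median log2 fold change over all genes by -0.00353 in WT/Floxed mice. A pseudocount of 10 gave 1 gene lower with BT2 at an adjusted p-value under 0.05 in place of 0 (194 in place of 168 at an unadjusted one), and 2 single genes or lists came past their threshold. These 2 alternatives left the other 163 and all 165 values of single genes and lists on their side.

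Without the minimum mean count, more genes share the adjustment (29114 in place of 15811 in WT/Floxed mice), and fewer passed: 238 higher and 158 lower in WT/Floxed mice (383 and 305 in the main analysis), 113 and 47 in mice labelled L-Sirt1 KO (189 and 108), 5 named genes in the latter (8), 124 lower in ZFR against ZLR (212) and 7 shared lower genes (15). The interaction of the 6 lipogenic genes, 0.57, passed under camera there. A further 11 single genes or lists fell short of their threshold and 2 came past it.

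With an adjusted p-value under 0.05 in place of 0.2, which is stricter by construction, 133 genes were higher and 73 lower in WT/Floxed mice, 34 were higher and 3 lower in mice labelled L-Sirt1 KO, and 20 higher and 1 lower genes were shared.

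Sample quality weights, which give less weight to libraries far from the others, raised most counts, and the cause was not tested. In WT/Floxed mice 658 genes were higher and 650 lower, in mice labelled L-Sirt1 KO 443 and 361 with 23 named genes, and in ZFR against ZLR 607 and 562. With BT2, 1 gene was lower. Shared were 132 higher and 32 lower genes, 25 genes passed in opposite directions, and the interaction had 1220 genes, 18 of them named. Directions reversed for Cpt1a in WT/Floxed mice (-0.0095), for Acss2 (0.19), Acly (0.13) and Thrsp (0.29) in mice labelled L-Sirt1 KO, for Cpt1a in ZFR against ZLR (-0.15), for Acadl with BT2 (0.052), and for the medians of the stellate cell markers in mice labelled L-Sirt1 KO (0.025), the 4 FAO genes in ZFR against ZLR (-0.025) and the extracellular matrix genes with BT2 (-0.038). The lipogenic interaction was 0.92, past the threshold. In all, 38 single genes or lists came past their threshold and 3 fell short of it.

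With the flow cell as a covariate, 76 genes were higher and 27 lower in mice labelled L-Sirt1 KO, with 5 named genes, 42 higher and 3 lower genes were shared, and the interaction had 19 genes, 6 of them named, and the cause was not tested. Of the single genes and lists, 9 fell short and 7 came past their threshold.

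The replicate block uses the replicate numbers of the libraries as if they paired samples. They do not: after the group means were removed, libraries of opposite groups with the same number correlated across genes at a mean r of 0.00475 in WT/Floxed mice, 0.0428 in mice labelled L-Sirt1 KO, 0.000483 in ZFR against ZLR and 0.0526 with BT2. With the replicate block, 1053 genes had a p-value under 0.05 in WT/Floxed mice (604 higher and 449 lower), 39 were past the list criteria as higher and 17 as lower, and 4 were named genes. It gave, in mice labelled L-Sirt1 KO, 94 higher and 51 lower genes, in ZFR against ZLR 87 and 134, 22 and 1 shared genes, and an interaction of 0 genes, 0 of them named (890 at an unadjusted p-value under 0.05). The interaction of Enho was 0.087 and the median of the stellate cell markers in WT/Floxed mice was -0.0041. Of the single genes and lists, 27 fell short and 4 came past their threshold, which does not speak to the size of their effects.

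With the WT or floxed background of the WT/Floxed mice as a covariate, the interaction had 110 genes, 12 of them named, and 14 of 85 single genes and lists came past their threshold.

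With the clock index as a covariate, 83 genes were higher and 31 lower in mice labelled L-Sirt1 KO, with 5 named genes, 30 higher and 1 lower genes were shared, 1 gene passed in opposite directions, and the interaction had 269 genes, 14 of them named. In ZFR against ZLR it left 0 higher genes and 1 lower gene (127 and 145 at an unadjusted p-value under 0.05), with 0 named genes. The index does not overlap between the groups of mice labelled L-Sirt1 KO (-2.27 to -1.48 with LNA29 against -1.39 to 3.42 with saline) or between ZFR and ZLR, so the values of these 2 comparisons and of the interaction with it in the model cannot be separated from the group differences. Directions reversed in mice labelled L-Sirt1 KO for Acss2 (0.32), Acly (0.37), Thrsp (0.42) and the median of the lipogenic genes (0.11), in ZFR against ZLR for Cpt1a (-0.34), Acadl (-0.016) and the medians of the paper's FAO genes (-0.36) and the wider FAO list (-0.12), and with BT2 for Acadl (0.011) and the extracellular matrix genes (-0.064). The median of the circadian list became 0.041 in WT/Floxed mice and 0.059 in mice labelled L-Sirt1 KO, which the index removes by construction. The lipogenic interaction was 0.67, past the threshold. For the others the cause was not tested, and 26 single genes or lists fell short while 16 came past their threshold.

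Precision weights from the estimated reads gave 2097 higher and 565 lower genes in ZFR against ZLR, with 7 named genes, and 1 lower gene with BT2. They reversed Cpt1a in ZFR against ZLR (-0.0039) and with BT2 (-0.12) and the extracellular matrix median with BT2 (-0.13), and the cause was not tested. For the genes lower in mice labelled L-Sirt1 KO, the odds ratio for seed sites was 0 with the 8-base site in place of 0.115, where few sites of that kind are expected (p = 0.0787 by Fisher's exact test).

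The fits that each left out 1 library gave these ranges, and the cause was not tested beyond the smaller number of samples. In WT/Floxed mice, 230 (without LNA29 replicate 8) to 492 (without LNA29 replicate 1) genes were higher and 151 to 514 (without the same libraries) lower, with 11 (without saline replicate 3) to 23 (without LNA29 replicate 1) named genes. Among mice labelled L-Sirt1 KO, 56 (without LNA29 replicate 4) to 231 (without LNA29 replicate 1) were higher and 21 (without LNA29 replicate 2) to 205 (without saline replicate 1) lower, with 3 to 12 named genes (without the same libraries). Shared higher genes numbered 35 (without L-Sirt1 KO LNA29 replicate 4) to 74 (without WT/Floxed LNA29 replicate 2) and shared lower genes 2 (without L-Sirt1 KO LNA29 replicate 3) to 19 (without WT/Floxed LNA29 replicate 2). Genes past the criteria in opposite directions numbered 0 to 6 (without L-Sirt1 KO saline replicate 3). The interaction had 0 (without WT/Floxed saline replicate 3, or without L-Sirt1 KO LNA29 replicate 2 or 4, with 1291, 1404 and 1177 at an unadjusted p-value under 0.05) to 233 genes (without L-Sirt1 KO saline replicate 3), of which 0 to 14 were named. In ZFR against ZLR, 86 (without ZFR replicate 4) to 183 (without ZLR replicate 3) were higher and 133 (without ZFR replicate 2) to 197 (without ZLR replicate 4) lower. With BT2, 0 to 1 genes were higher and 0 to 1 lower, each 1 without BT2 replicate 3, and 1 higher also without vehicle replicate 2.

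Among single genes, the log2 fold change of Cpt1a ran from -0.044 (without saline replicate 2) to 0.23 (without saline replicate 1) in WT/Floxed mice, from -0.027 (without ZFR replicate 4) to 0.22 (without ZFR replicate 1) in ZFR against ZLR, and from -0.24 (without BT2 replicate 2) to 0.36 (without BT2 replicate 3) with BT2, and that of Acadl with BT2 from -0.038 (without vehicle replicate 3) to 0.057 (without vehicle replicate 4). In mice labelled L-Sirt1 KO, leaving out saline replicate 4 gave the lowest and saline replicate 3 the highest value of Acss2 (-0.28 to 0.15), Acly (-0.26 to 0.17) and Thrsp (-0.86 to 0.15). The interaction ran from -0.020 (without L-Sirt1 KO saline replicate 4) to 0.50 (without L-Sirt1 KO saline replicate 1) for Fasn, from -0.085 to 0.26 (without L-Sirt1 KO saline replicates 4 and 3) for Pklr, from -0.23 to 0.033 (without WT/Floxed saline replicates 5 and 2) for Enho, and from -0.17 to 0.014 (without L-Sirt1 KO LNA29 replicates 2 and 1) for Sparc.

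Among list medians, the lipogenic genes ran from -0.65 (without saline replicate 4) to -0.054 (without saline replicate 3) in mice labelled L-Sirt1 KO, and their interaction from 0.35 to 0.77 without the same libraries. The circadian genes ran from -0.33 (without saline replicate 2) to 0.00035 (without saline replicate 1) in WT/Floxed mice and from -0.45 (without saline replicate 2) to 0.15 (without saline replicate 3) in mice labelled L-Sirt1 KO. The stellate cell markers ran from -0.0051 (without saline replicate 3) to 0.10 (without LNA29 replicate 4) and from -0.035 (without saline replicate 4) to 0.042 (without saline replicate 1), and the red blood cell markers from -0.30 (without saline replicate 5) to 0.059 (without saline replicate 2) and from -0.48 (without LNA29 replicate 3) to 0.0060 (without LNA29 replicate 2).

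Depth limits the rat results. ZLR replicates 3 and 4 and vehicle replicate 4 hold only 0.188 to 0.193 M estimated reads, and simulated changes of 1 on the log2 scale were recovered at 53.5% in ZFR against ZLR and 42.5% with BT2.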

Differences from the paper's values

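No test of an explanation is given in this part, and the clock index as a covariate and the precision weights for rats were chosen only after the data were seen. The paper used DESeq2 for its mouse lists and limma was used here. Whether that lies behind a gap was not tested. Of the paper's values, the counts of genes past the list criteria shown in Fig. 3A and Fig. 3C, read by eye, differ in 4 places by more than 1.5 times, and a gap counts as closed where the 2 values come within 1.5 times of each other.

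Genes lower only in mice labelled L-Sirt1 KO numbered 93 here, against the paper's about 300 in Fig. 3C. Of 15 alternatives, sample quality weights closed the gap (329), and the other 14 did not (from 2 upward). Genes higher only in these mice numbered 122 here, against the paper's about 300 in Fig. 3A, and sample quality weights closed the gap (311) while the other 14 alternatives did not (from 14 upward). Genes lower in both genotypes numbered 15 here, against the paper's about 27 in Fig. 3C. Of 29 alternatives, 4 closed the gap: sample quality weights (32), the WT or floxed background as a covariate (19) and the fits without WT/Floxed LNA29 replicate 2 (19) or 4 (18). All but the first of these stayed short of the paper's count. The other 25 did not close it (from 1 upward). Genes higher in both genotypes numbered 67 here, against the paper's about 130 in Fig. 3A, and of 29 alternatives sample quality weights closed the gap (132) while the other 28 did not (from 20 upward). All of these alternatives except the clock index, which closed no gap, were set before the data were examined.

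The paper names 13 genes as changed in opposite directions in the 2 genotypes. Here 0 genes passed the criteria in opposite directions, against 25 with sample quality weights, 6 without L-Sirt1 KO saline replicate 3, and 1 with the clock index, which was chosen after seeing the values. For mice labelled L-Sirt1 KO, where the main analysis called 0 of the 13, alternatives called genes of that list: sample quality weights called Sertad1, Cdcp1, Spns2, Trim14, Adgrg2, Arl13b, Chic1, Traf4, Tnfrsf12a and Trim30d, the replicate block Arl13b and Chic1, the clock index, chosen after seeing the values, Tnfrsf12a, and the fits without LNA29 replicate 1 Adgrg2, Arl13b and Trim30d, without saline replicate 1 Chic1 and Traf4, without saline replicate 3 Arl13b and Tnfrsf12a, and without saline replicate 4 Cyp3a44. Among WT/Floxed mice, sample quality weights called Adgrg2, Arl13b, Cdcp1 and Spns2, the background as a covariate Adgrg2, Cdcp1 and Spns2, the flow cell as a covariate Cdcp1, and fits without 1 library Sertad1 (1 of 13), Adgrg2 (3), Arl13b (2), Cdcp1 (2) and Spns2 (1).

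The paper counts Lpl among the genes raised in both genotypes. It had an adjusted p-value of 0.304 in mice labelled L-Sirt1 KO, and was called with sample quality weights (0.197) and the replicate block (0.183), over a range of 0.183 to 0.55. Fgf21 and Acot1 are described as raised in WT/Floxed mice and lowered in L-Sirt1 KO mice. In the latter, Fgf21 had an adjusted p-value of 0.247, and was called with sample quality weights (0.0986), without saline replicate 3 (0.102) and with the clock index (0.115), which was chosen after seeing the values (range 0.0986 to 0.499). For Acot1 it was 0.404 in WT/Floxed mice, where none of 21 alternatives called it (0.207 to 0.923), and 0.424 in mice labelled L-Sirt1 KO, where sample quality weights did (0.152, range 0.152 to 0.654). The paper also reports lower Pklr in WT/Floxed mice. It had an adjusted p-value of 0.27, and was called when adjusted over the list alone (0.0217), with sample quality weights, with the background as a covariate (0.107), and in the fits without saline replicate 5, saline replicate 2 or LNA29 replicate 4 (range 0.0379 to 0.761). The paper singles out Acss2 and Acly among the lipogenic genes lowered in WT/Floxed but not in L-Sirt1 KO mice. Of the 6 genes, Acly and Acss2 had the lowest p-values of limma's interaction term here (0.0701 and 0.0912, adjusted 0.587 and 0.616), so no difference from the paper is seen there. Thrsp (-1.63) had a larger fall within WT/Floxed mice.

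The paper describes lower FAO genes in mice labelled L-Sirt1 KO. Of 5, 2 were called here over all genes tested, and all 5 when adjusted over the list alone. Fabp1 (adjusted p-value of 0.211) was called with sample quality weights (0.0794) and without saline replicate 3 or 1 (range 0.0794 to 0.455), and Cpt1a (0.444) with sample quality weights (0.15) and without saline replicate 1 (range 0.127 to 0.672).

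In rats, the paper describes lower lipogenic genes with BT2, by Student's t-test with Bonferroni correction. It also reports lower protein levels of Acly, Fasn, Thrsp and Pklr. An adjustment over all genes tested, as here, is not like for like with its test. Over all genes tested, none of the 5 tested here had an adjusted p-value under 0.05, in the main analysis (0.51 to 0.898) or in any of 16 alternatives (0.116 to 1), while all 5 log2 fold changes were below 0, and Elovl6 was not tested. Adjusted over the list alone, which is nearer to the paper's test, all 5 were called (0.000607 for Fasn to 0.012 for Acly). Fabp1 in ZFR against ZLR had an adjusted p-value of 0.0579, and was called when adjusted over the list alone (0.0106), with a pseudocount of 10 (0.0438), with sample quality weights (0.00505) and with precision weights (0.0385), which were chosen after seeing the values (range 0.00505 to 0.996).

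The paper's text describes a rise of Col1a1 by RT-qPCR with LNA29 and the panel of Supplementary Fig. 2C, read by eye, shows a fall, while the RNA-seq log2 fold changes were 0.87 in WT/Floxed mice and 1.71 in mice labelled L-Sirt1 KO. Supplementary Fig. 2A shows less Sirt1 by RT-qPCR in L-Sirt1 KO mice, while the normalized counts were 0.955 times those of WT/Floxed mice.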

Other observations

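The tests of stellate cell markers and of other splits of the libraries, the main tests of the lists, and the flow cell as a covariate were set before their results were seen. All other tests of explanations in this part were chosen only after the result was seen.

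Sirt1 counts do not differ between the libraries labelled L-Sirt1 KO and the WT/Floxed libraries (ratio 0.955). A mislabelled genotype may explain this, and so might a deletion that leaves most of the transcript in place. The paper's RT-qPCR showed less Sirt1 in L-Sirt1 KO mice (Supplementary Fig. 2A), without stating whether they are the mice of these libraries. The tables hold no values per exon, so the 2 explanations cannot be told apart.

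Extracellular matrix genes rise with LNA29, and more stellate cells in the samples are a candidate explanation. The median of 8 stellate cell markers was 0.07204 in WT/Floxed mice (camera adjusted p = 0.535), and the mean of the matrix genes rose over that of the markers by 0.69 (exact permutation p = 0.00155 over 1287 splits) and, in mice labelled L-Sirt1 KO, by 0.82 (p = 0.0286 over 70, the smallest they can give). The most abundant markers, chosen after their values were seen, were Dcn (11640 with LNA29 and 11010 with saline), Reln (3147 and 3018) and Rgs5 (2548 and 2783), and all 8 were measured over a mean of 10. The tables thus argue against stellate cell numbers as the whole cause. Seed sites for miR-29 were found in 0 of the 8 markers and 13 of the 16 matrix genes. A direct effect of miR-29 on the matrix genes stays open as a hypothesis.

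The fall of the lipogenic genes in WT/Floxed mice was little changed by the clock index (median -0.8947) or by an index of fasting genes (-0.8319, camera adjusted p = 1.08e-05, fry 0.0225), which argues against time of day and feeding state as the whole cause. The fall of FAO genes in mice labelled L-Sirt1 KO was -0.8105 with the feeding index (fry 0.00415), which argues against feeding state. With the clock index it was -0.583, and that of their mean -0.61 (95% interval -1.15 to -0.06), with an index slope of -0.043 (95% interval -0.20 to 0.12). The index does not overlap between these groups and its slope rests largely on saline replicate 3, so time of day and LNA29 cannot be told apart there. Without that replicate the median was -0.63, so that library alone does not account for the fall. With BT2 the fall of the lipogenic genes was -0.433 with the clock index (camera adjusted p = 4.86e-08, fry 0.0877) and that of their mean -0.48 (95% interval -0.80 to -0.16), which argues against time of day as the whole cause. Treatment stays open as the biological explanation for each of these. Differences of the feeding index between groups were not past 0.05 (0.739 in WT/Floxed mice, p = 0.137; 0.512 in mice labelled L-Sirt1 KO, p = 0.143; 0.118 in ZFR against ZLR, p = 0.629; 0.738 with BT2, p = 0.2, by exact permutation).

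In L-Sirt1 KO saline replicate 3, the clock genes, chosen after their values were seen, were Dbp 7449 and Tef 7178, against 146 to 480 and 2240 to 3110 in the other 3 saline libraries, and Hlf was 3844 (939.5 to 3313), Nr1d1 7905 (3323 to 5268) and Ciart 240.2 (6.86 to 46.1). Collection at another time of day is a candidate explanation, as 7 of 7 clock genes outside the index lie beyond the range of the others. No biological explanation was tested.

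With BT2, 0 genes had an adjusted p-value under 0.05 (332 at an unadjusted one). Of the 35 splits of these 8 libraries, 35 gave as many, the real one included, and 10 gave as many at the unadjusted p-value, with a maximum of 658. The split that follows the flow cell gave 657 at the unadjusted p-value, and with the flow cell as a covariate 390 genes had one (0 adjusted). The comparison of WT/Floxed mice with LNA29 and saline gave 4 of 100 splits, that of mice labelled L-Sirt1 KO 1 of 35 with 297 genes and at most 120 in another.

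Lists named above and not given elsewhere had these medians (camera adjusted p). WT/Floxed mice: circadian -0.18 (0.642, from -0.33 to 0.00035 without saline replicates 2 and 1), fasting 0.86 (0.0204, fry 0.411, and 0.38 with 0.233 without saline replicate 5), macrophage -0.43 (0.0691, and -0.66 with 0.00118 without LNA29 replicate 4) and red blood cell -0.18 (0.441, from -0.30 to 0.059 without saline replicates 5 and 2). Mice labelled L-Sirt1 KO: circadian -0.20 (0.292, from -0.45 to 0.15 without saline replicates 2 and 3), fasting 0.54 (0.000927, fry 0.0771), stellate -0.0026 (0.828), macrophage -0.34 (0.00119, fry 0.127) and red blood cell -0.27 (0.122, -0.48 with 0.0055 without LNA29 replicate 3, and 0.0060 without LNA29 replicate 2). Of the 5 acinar genes 1 reached the minimum there, so that list was not tested. In ZFR against ZLR: circadian 0.77 (0.0991, fry 0.0238, camera 0.0471 without ZLR replicate 4), p53 targets 0.52 (0.284, from 0.25 to 0.84 without ZLR replicates 4 and 1), fasting 0.22 (0.695, from -0.012 to 0.57 without ZLR replicates 2 and 3), macrophage 0.26 (0.352) and the 5 tested genes that the paper names as oppositely changed in mice 0.36 (0.163, and 1.18 with 0.0471 without ZLR replicate 4). With BT2: extracellular matrix 0.087 (0.36, from 0.011 to 0.19 without vehicle replicate 3 and BT2 replicate 3), p53 targets 0.16 (0.241, from 0.00022 to 0.23 without vehicle replicates 4 and 1), circadian -0.37 (0.241, from -0.60 to -0.10 without BT2 replicates 1 and 3), fasting 0.87 (0.0705, 0.42 without vehicle replicate 3, and camera 7.97e-05 without BT2 replicate 3), stellate 0.028 (0.833, from -0.21 to 0.28 without BT2 replicates 3 and 4), macrophage -0.14 (0.241, from -0.24 to -0.034 without BT2 replicate 3 and vehicle replicate 2) and 6 oppositely changed genes 0.28 (0.495, from -0.076 to 0.60 without vehicle replicates 4 and 2). The difference between genotypes was -0.036 for extracellular matrix (0.657, from -0.15 to 0.13 without L-Sirt1 KO LNA29 replicates 2 and 1).

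Further values fall outside the claims, and the genes named here were chosen after their values were seen. Xist counts were 17297 and 19653 in WT/Floxed mice with LNA29 and saline and 19332 and 17998 in mice labelled L-Sirt1 KO, with at most 1.04 for Kdm5d. Across L-Sirt1 KO saline replicates 1 to 4, Thrsp was 25394, 3697, 26001 and 3220, Fgf21 199, 1034, 80 and 476, and Acot1 3230, 13667, 2239 and 12010. Across 12759 genes the log2 fold changes of both genotypes correlated at r = 0.175.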
